# Evolutionary Analysis of Transcriptional Regulation Mediated by Cdx2 in Rodents

**DOI:** 10.1111/cpr.70103

**Published:** 2025-07-29

**Authors:** Weizheng Liang, Guipeng Li, Yukai Wang, Wencheng Wei, Rui Chen, Siyue Sun, Diwen Gan, Hongyang Yi, Bernhard Schaefke, Yuhui Hu, Qi Zhou, Wei Li, Huanhuan Cui, Wei Chen

**Keywords:** Cdx2, *cis* and *trans*, evolution, gene regulation, mouse‐rat allodiploid fusion cells

## Abstract

Differences in gene expression, which arise from divergence in *cis*‐regulatory elements or alterations in transcription factors (TFs) binding specificity, are one of the most important causes of phenotypic diversity during evolution. On one hand, changes in the *cis*‐elements located in the vicinity of target genes affect TF binding and/or local chromatin environment, thereby modulating gene expression in *cis*. On the other hand, alterations in trans‐factors influence the expression of their target genes in a more pleiotropic fashion. Although the evolution of amino acid sequences is much slower than that of non‐coding regulatory elements, particularly for the TF DNA binding domains (DBDs), it is still possible that changes in TF‐DBD might have the potential to drive large phenotypic changes if the resulting effects have a net positive effect on the organism's fitness. If so, species‐specific changes in TF‐DBD might be positively selected. So far, however, this possibility has been largely unexplored. By protein sequence analysis, we observed high sequence conservation in the DBD of the TF caudal‐type homeobox 2 across many vertebrates, whereas three amino acid changes were exclusively found in mouse Cdx2 (mCdx2), suggesting potential positive selection in the mouse lineage. Multi‐omics analyses were then carried out to investigate the effects of these changes. Surprisingly, there were no significant functional differences between mCdx2 and its rat homologue (rCdx2), and none of the three amino acid changes had any impact on its function. Finally, we used rat‐mouse allodiploid embryonic stem cells to study the *cis* effects of Cdx2‐mediated gene regulation between the two rodents. Interestingly, whereas Cdx2 binding is largely divergent between mouse and rat, the transcriptional effect induced by Cdx2 is conserved to a much larger extent. There were no significant functional differences between mCdx2 and its rat homologue (rCdx2), and none of the three amino acid changes had any impact on its function. Moreover, Cdx2 binding is largely divergent between mouse and rat; the transcriptional effect induced by Cdx2 is conserved to a much larger extent.

## 1 Introduction

Gene expression refers to the spatiotemporal conversion of information from DNA to functional gene products such as proteins. Knowing how gene expression is regulated is critical for the understanding of development as well as evolution [1]. Indeed, differences in gene expression are considered to be among the most important causes of phenotypic diversity across species [2]. Multiple layers are involved in the regulation of gene expression, of which transcriptional regulation is considered to be a crucial contributor to phenotypic alterations during evolution.

Transcriptional regulation is mediated by the interaction between *cis*‐regulatory elements (e.g., promoters and enhancers) and *trans*‐factors (e.g., transcription factors [TFs]) [3, 4]. On the one hand, changes in the *cis*‐elements located in the vicinity of target genes affect TF binding and/or local chromatin environment, thereby modulating gene expression in *cis* [5]. On the other hand, alterations in *trans*‐factors influence the expression of their target genes in a more pleiotropic fashion [3, 6, 7]. Investigation of the *cis*–*trans* regulatory crosstalk is of great importance for the mechanistic understanding of the genetic basis leading to coordinated phenotypic diversity, and possibly also associated with disease [4, 6]. Two main strategies have been widely applied to investigate the *cis* and *trans* acting regulatory components in transcriptional regulation: quantitative trait loci (QTL) mapping analysis and F1 hybrid studies. By correlating a measured molecular trait (e.g., gene expression level or TF binding intensity) with genetic variations, expression QTL (eQTL) and chromatin immunoprecipitation QTL (ChIP‐QTL) have been performed to study *cis*‐ and *trans*‐regulatory divergence in populations [8, 9]. In comparison, the F1 hybrid approach has been used to study *cis*‐ and *trans*‐regulatory divergence contributing to differences in gene expression between strains of the same species or closely related species. With two alleles sharing the same *trans* environment, allelic differences in the F1 hybrid can be directly interpreted as *cis*‐regulatory divergence [10, 11]. By comparing these allele‐specific variations with the differences between parental strains or species, the *trans*‐component of gene expression differences can be estimated [3, 5, 12, 13]. Whereas gene expression differences between strains of the same species in yeast or Drosophila can be mainly attributed to *trans*‐regulatory divergence [3, 14, 15, 16, 17, 18, 19, 20, 21, 22, 23, 24], with the proportion of *cis*‐divergence increasing with phylogenetic distance, an F1 hybrid study of different *Mus musculus* subspecies exhibited pervasive *cis*‐regulatory differences [25]. In line with this finding, divergence of TF binding occupancy could predominately be attributed to *cis*‐acting variation in the same F1 hybrid cross [13].

Alteration in *trans*‐regulation could arise from either the change in the abundance of the *trans*‐regulators or the mutation of their amino acid sequences. Previous studies have shown that amino acid changes in the transactivation domains of TFs can lead to species‐specific differences [26]. But what about the DNA binding domain (DBD)? In general, evolution of amino acid sequences is much slower than that of non‐coding regulatory elements, particularly for the TF DBDs [27]. It has been shown that most of the TF orthologues display highly conserved binding specificities between fly and human [28]. This observation is likely due to the fact that changes in TF binding affinities would induce large pleiotropic effects in gene regulation [29]. Therefore, under strong selection constraints, most of the affinity‐changing mutations in TF‐DBDs would be removed by purifying selection. Alternatively, it is also possible that changes in TF‐DBD might have the potential to drive large phenotypic changes if the resulting effects have a net positive effect on the organism's fitness [30]. If so, species‐specific changes in TF‐DBD might be positively selected. So far, however, this possibility has been largely unexplored.

In this study, to find a candidate TF which might have undergone adaptive evolution in either the mouse or the rat lineage, we compared the amino acid sequences of TF‐DBDs among mouse, rat and human and searched for the TFs with highly conserved DBD between human and one of the rodent species, but showing multiple amino acid changes in the other rodent species. It turned out that the DBD in caudal‐type homeobox 2 (Cdx2) contains three amino acid changes exclusively in mouse. The finding was further substantiated by including 56 species as well as 37 mouse strains in the sequence comparison. CDX2 is an intestinal‐specific nuclear TF that plays an important role in maintaining the differentiation and proliferation regulation of normal intestinal epithelial cells [31]. CDX2 is also involved in regulating a series of cell activities, including cell proliferation, cell adhesion and the acquisition of columnar cell morphology [32]. In addition, CDX2 can also function as a tumour suppressor gene [33, 34]. More importantly, given the established function of Cdx2 in lineage specification and trophectoderm differentiation [35, 36, 37, 38], we investigated the potential effect of the three mouse‐specific amino acid changes in the mouse embryonic stem cell (mESC) systems. Unexpectedly, we did not observe any significant effects at either DNA binding specificity or target gene expression induced by the three changes. Then, to study the *cis*‐regulatory changes in Cdx2‐mediated transcriptional regulation between rat and mouse, we analysed the allele‐specific binding of Cdx2 as well as allele‐specific transcriptional output induced by Cdx2 in rat‐mouse allodiploid embryonic stem cells (RMES) [39]. Interestingly, whereas the Cdx2 binding is largely divergent between mouse and rat, the transcriptional effect induced by Cdx2 is conserved to a much larger extent.

## 2 Results

### 2.1 Exclusive Amino Acid Changes in the DBD of mCdx2

The house mouse ( *Mus musculus* ) and the common rat ( *Rattus norvegicus* ) are two of the most widely used model organisms in biomedical research. As TF‐DNA binding is crucial in gene regulation, we were interested in identifying TFs which might differ in this important aspect between mouse and rat, which might have undergone adaptive evolution in either lineage but are conserved with human in the other. To find such a candidate TF, we selected all 1207 mouse TFs with annotated DBD in the uniprot database. Systematic BLAST analysis of the DBD sequences of these TFs between human, mouse and rat identified 1149 TFs with both human and rat homologues. Among these, we found that the DBD sequence of Cdx2 was identical between human and rat, but possessed three amino acid changes in mouse. Moreover, by analysing the protein sequences of Cdx2 among four additional model species, surprisingly, we found that these three specific amino acid changes are exclusively present in mouse (Figure 1A). Further comparison of Cdx2 DBD sequences in 56 vertebrate species showed that the DBD is highly conserved in general (Figure S1A) whereas the three amino acid changes were present in all mouse strains with available genome sequences (Figure S1B). Based on this observation, we inferred that the three amino acid changes have occurred on the *Mus* lineage shortly after its divergence from the *Rattus* lineage at about 12.5–5 million years ago (Figure 1B) [40]. Taken together, our evolutionary analyses indicated that mouse Cdx2 (mCdx2) had three specific amino acid changes in the DBD within a short evolutionary time frame, and the three changes were then fixed in all mouse species, potentially under positive selection. Therefore, we went on to examine whether these three amino acid changes caused any functional alteration of Cdx2.

**FIGURE 1:**
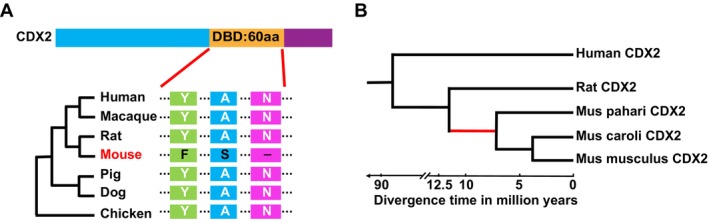
Three amino acid changes in the DNA binding domain (DBD) of mCdx2. (A) Evolutionary comparison of Cdx2 from human to chicken indicated mouse had three specific amino acid changes in the DBD. (B) Phylogenetic analysis showed Cdx2 diverged between the Rattus and the Mus lineage about 5–12.5 million years ago.

### 2.2 Cdx2 Induces Trophoblast‐Like Epigenomic and Transcriptomic Landscape

Cdx2 is a homeobox TF essential for the development of the intestinal epithelium and the placenta [37, 41]. Serving as the first lineage specification marker [35, 36, 37, 42], previous studies have shown that ectopic overexpression of Cdx2 could efficiently promote the differentiation of ES cells to trophoblast stem cells (TSCs) [35, 36, 38]. Therefore, to investigate the function of Cdx2 during this process, we applied a doxycycline (DOX) inducible Tet‐On system to induce Flag‐tagged Cdx2 expression in mESCs and analysed its function by measuring transcriptome and epigenome changes (Figure 2A). 

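RNA-seq of mESCs covered 20 libraries, 2 for each of 10 conditions: wild-type cells (WT), cells overexpressing mCdx2 (mCdx2-OE) or rCdx2 (rCdx2-OE), and cells overexpressing each of 7 rCdx2 mutants. In a Tet-On system a transgene is transcribed only while DOX is present, so one cell line can be compared with and without the induced protein. The paper contrasts DOX+ with DOX− cells, whereas the sample labels call the controls WT, and they are called WT here. The labels do not say whether WT cells were an uninduced transgenic line or the parental cells. If they were parental, changes against WT would include differences between lines. Polyadenylated RNA was sequenced as strand-specific read pairs. The authors aligned the reads to mm10 with STAR and counted them per gene and by strand with featureCounts, and the values used here are those deposited counts, without normalisation. The 2 replicates were counted in separate runs. Replicate 2 was counted with the requirement that both mates aligned and without chimeric pairs, options that the paper's description of the counting does not include. Replicate 1 is listed for 19919 genes and replicate 2 for 34923, which include all of the 19919. Only the shared genes were analysed, and between 0.00788% and 0.0141% of the counts of a replicate 2 library fell on the others. The WT libraries held 74960057 and 94695650 counts. The 18 libraries of induced cells held 12698443 to 24315929 counts, with a median of 16463013.5, so chance variation is larger in the induced cells for genes with few reads. The mean over the 20 libraries was 23.9 M counted pairs, and the paper's reported mean is 33.9 M pairs obtained. The counts were normalised by edgeR's TMM method, and 1 model was fitted to all 20 libraries over the 16000 genes that passed edgeR's filter on low counts. A gene was called changed with a Benjamini-Hochberg adjusted p under 0.05 in the quasi-likelihood test and a fold change over 2. Levels are given as CPM, counts scaled to a common total by the TMM-normalised library size. Reads from a rat Cdx2 transgene were aligned to the mouse gene, so a Cdx2 level sums endogenous and transgene transcripts.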

To check the suitability of this system, we first investigated the molecular function of mCdx2. As shown in Figure 2B, after successful induction of mCdx2 (Figure 2C, Figure S2S,B), typical round shape colonies of undifferentiated cells were disappearing, while differentiated epithelial‐like cells with flat or square shape started to appear.

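The Cdx2 gene (ENSMUSG00000029646) lies on the minus strand of chromosome 5 of GRCm38, from 147300805 to 147307270. Its level was 113 ± 20.9 CPM (SD, n = 2 libraries) in mCdx2-OE cells, where 1959 and 2341 read pairs were counted. WT cells, with 96 and 106 pairs, had 1.29 ± 0.106 CPM (SD, n = 2). The log2 fold change was 6.45, with a standard error of 0.64 and an adjusted p of 2.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 1 of both conditions the log2 fold change was 6.71, and without replicate 2 of both it was 6.16.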

**FIGURE 2:**
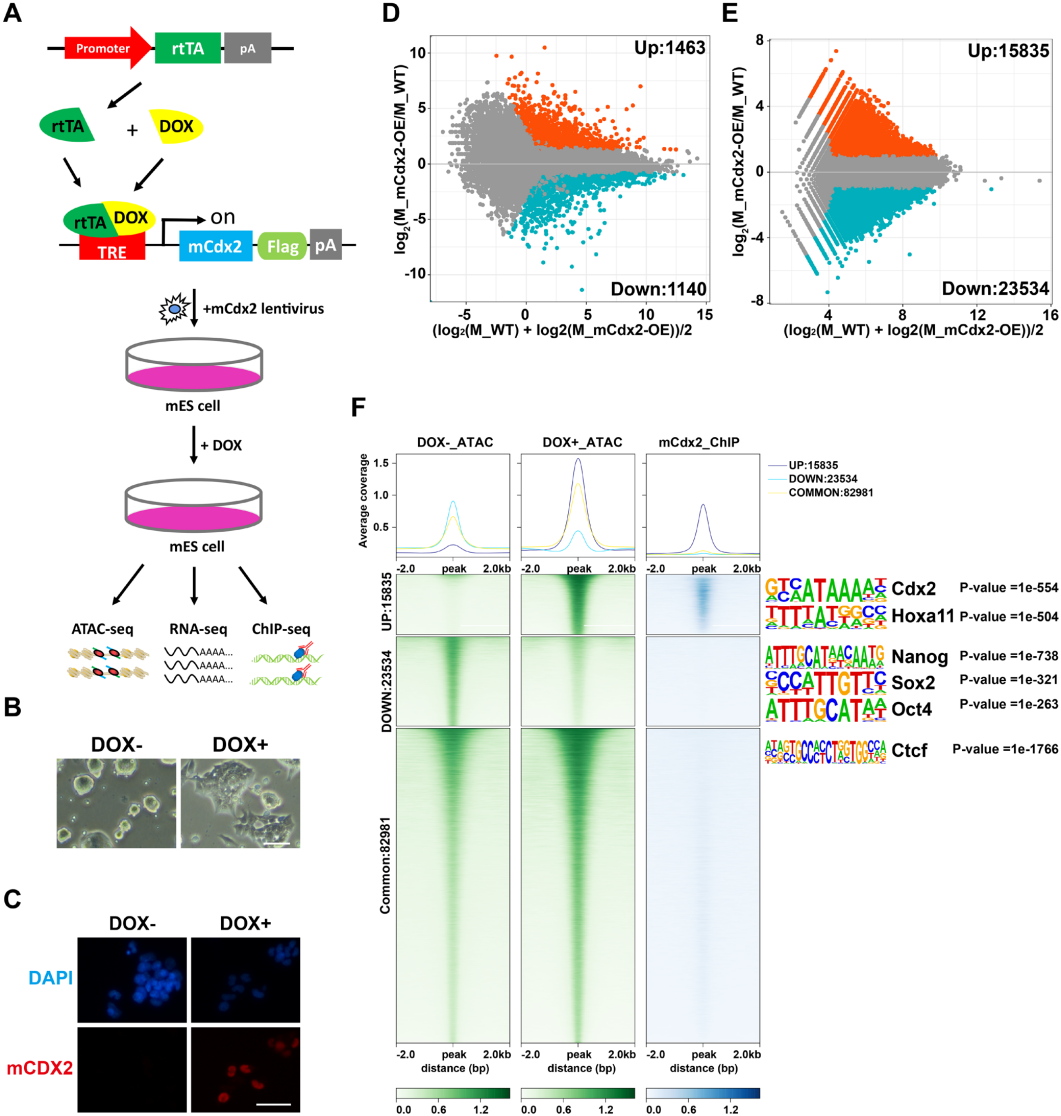
mCdx2 is an important regulator of stem cell differentiation. (A) Schematic diagram for the experimental design. Briefly, mESCs were transducted with mCdx2 lentivirus whose expression was controlled by DOX induction. After DOX treatment for 48 h, cells were collected for RNA‐seq, ATAC‐seq and ChIP‐seq analysis. (B) The cell morphology changed after DOX induction. (C) Immunofluorescence (IF) experiments confirmed the successful expression of mCdx2 using the antibody against CDX2. (D) The MA plot comparing expression profiles of representative ESC lines between DOX+ and DOX− conditions. Orange spots represented genes that showed higher than two‐fold expression (upregulated) and blue spots represented genes that show edlower than two‐fold expression (downregulated) in DOX+ condition than in DOX− condition. The number of up‐ and downregulated genes was also indicated. (E) The MA plot comparing the intensity of ATAC peaks between DOX+ and DOX‐ cells. The orange dots indicated the DOX+ specific peaks and the blue dots indicated the DOX− specific peaks. The number of upregulated and downregulated peaks were also indicated. (F) Aggregate plots showing the normalised read density of ATAC‐peaks in mESCs with or without mCdx2 overexpression, along with mCdx2 binding sites. mCdx2 binding was directly associated with the accessibility of mCdx2‐targeting ATAC‐peaks. Corresponding motif enrichment in up, down and common ATAC‐peaks were shown on the right.

We then compared the gene expression of the mESCs before and after DOX induction using RNA‐seq (Figure 2A). As shown in Figure 2D, a total of 2603 genes exhibited significantly differential expression (|GFOLD| > 1, TPM > 3), with 1463 genes (56.2%) upregulated and 1140 (43.8%) genes downregulated after DOX induction. 

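Between mCdx2-OE and WT cells, 5339 of the 16000 genes tested were called changed at more than 2-fold, 2946 of them (55.2%) higher and 2393 lower in mCdx2-OE cells. The fold threshold removed more than the test did, since 11158 genes had an adjusted p under 0.05 at any fold change. Asking also for a mean of at least 3 CPM in a condition lowered the number to 3468 genes. Among genes with a mean of at least 50 counts per library and the same direction in both replicates, the highest estimated log2 fold changes were those of Hoxa9, Ren1 and Hoxd4. Hoxa9 reached 20.9 ± 3.73 CPM (SD, n = 2) in mCdx2-OE cells against 2 read pairs in each WT library, a level at least 492-fold higher. Ren1 had a log2 fold change of 9.11, and Hoxd4 was at least 244-fold higher. The lowest were those of predicted genes, of which Gm10252 was at least 418-fold lower and Gm17275 at least 247-fold lower.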

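The genes that the paper names as markers of trophoblast stem cells and of embryonic stem cells were followed first, in the same comparison of mCdx2-OE with WT cells. Cdh2, on chromosome 18, had 24.7 ± 3.21 CPM (SD, n = 2) in mCdx2-OE and 4.88 ± 0.474 CPM (SD, n = 2) in WT cells. Its log2 fold change was 2.34 (standard error 0.17, adjusted p = 5.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ascl2, on chromosome 7, rose by a log2 fold change of 1.39 (standard error 0.12). Gata6 and Gata3 rose by log2 fold changes of 3.12 and 3.13, from 0.673 and 1.61 CPM in WT cells. Sox2, on chromosome 3, fell by 0.97 on the log2 scale (standard error 0.11), from 479 ± 17.6 CPM (SD, n = 2) to 245 ± 26.3 CPM (SD, n = 2). With replicate 1 or replicate 2 of both conditions left out, this fall ranged from a log2 fold change of -1.04 to -0.90. Pou5f1, which encodes Oct4 and lies on chromosome 17, fell by 1.47 (standard error 0.23, adjusted p = 3.0e-05 from edgeR's quasi-likelihood test with the same adjustment). Nanog and Klf4, 2 further markers of pluripotency, rose by log2 fold changes of 0.68 and 0.58. A list of 16 trophoblast stem cell markers fixed beforehand had 14 members that could be tested. Of these, 11 were higher and 2 lower, with a median log2 fold change of 2.40, and 13 passed an adjusted p of 0.05 adjusted over the list alone. The 2 lower were Bmp4 and Eomes, the latter with 7.8 and 8.6 CPM in WT and 5.0 and 4.7 CPM in mCdx2-OE libraries. Tfap2c changed little, from 122 and 122 CPM to 116 and 129 CPM. Elf5 and Tpbpa could not be tested. Gata6 was not in this list but in that of primitive endoderm markers. In edgeR's camera test the trophoblast stem cell list stood above the other genes (adjusted p = 5.0e-15 with Benjamini-Hochberg adjustment over 6 lists), and it did so too under fry and with an estimated correlation. Of the 13 genes of the naive pluripotency list, 6 were higher and 7 lower, with a median log2 fold change of -0.22. In edgeR's fry test that list passed (adjusted p = 0.00306 with the same adjustment), and under camera it did not (adjusted p = 0.338).

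**Figure D1:**
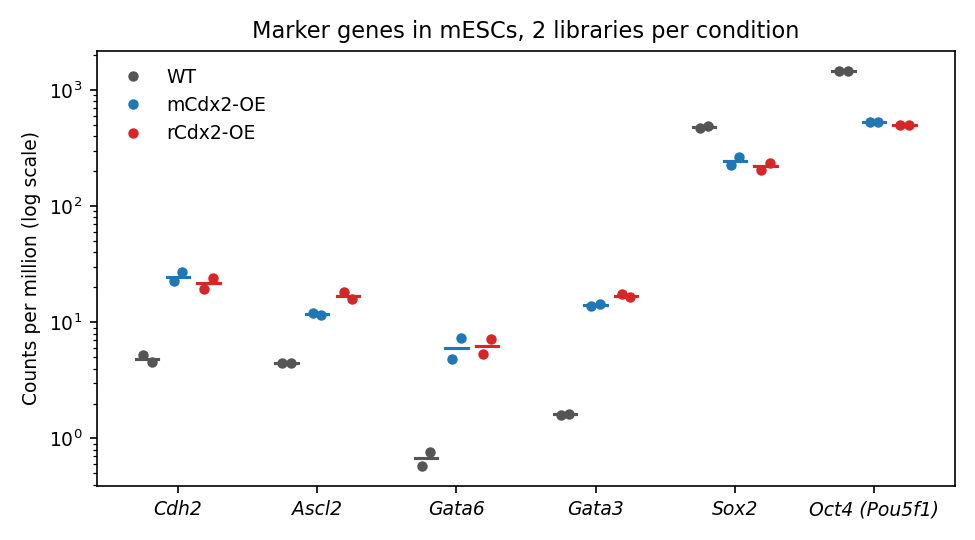
Level of 6 markers in CPM, on a log axis, in WT, mCdx2-OE and rCdx2-OE mESCs. Points are the 2 libraries of each condition and bars are their means. Cdh2, Ascl2, Gata6 and Gata3 lie higher in both libraries of mCdx2-OE cells than in both WT libraries, and Sox2 and Pou5f1 lie lower.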

Notably, TSC related markers such as Cdh2, Ascl2, Gata6 and Gata3 showed moderately increased expression while the expression of ESC markers such as Sox2 and Oct4 decreased, in consistency with the incipient trajectories of ES differentiation into TSCs (Figure S2C).

The changes in gene expression after mCdx2 induction suggested that dramatic differences in the epigenetic landscapes could be induced after mCdx2 overexpression (mCdx2‐OE). To address this, ATAC‐seq was carried out on cells with and without mCdx2‐OE, respectively. 

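ATAC-seq marks accessible chromatin through the insertions of the Tn5 transposase, and 1 library each of WT and mCdx2-OE mESCs was analysed. The authors trimmed the reads with fastp, aligned them to mm10 with Bowtie2, and removed mitochondrial, low-quality and duplicate reads. Peaks were called with MACS2 on the reads of both conditions merged, so that WT and mCdx2-OE cells share 1 set of 122350 peaks. The deposited values are the read counts of each library in each peak, without normalisation, and the paper's description names no shift of the reads for the width of the transposase. The WT library held 6109353 counts in peaks and the mCdx2-OE library 8277850, while the paper's reported numbers of read pairs obtained are 29.7 M and 23.0 M. The larger library is thus the mCdx2-OE one in the counts and the WT one in the pairs obtained. Both libraries were scaled to their mean total and 1 was added before log2 ratios were taken. With 1 library per condition, the differences have no replicate check and no p was computed.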

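Of the 122350 ATAC peaks, 85394 reached a total of 40 normalised reads over the 2 libraries. By the paper's criterion of a fold change over 2, 11698 peaks (9.56% of all) were more open in mCdx2-OE cells and 17509 (14.3%) less open. Chance sampling of reads at equal accessibility would give about 256 and 264 such peaks. Both directions together made 29207 peaks, fewer than the paper's 39369. No alternative at this fold change and minimum total gave more than 30026. The balance between both directions followed the scaling: without any scaling, 21105 peaks were more open and 8871 less open. Of the peaks that opened, 8.69% lay on the X chromosome. Its peaks shifted by a median log2 ratio of 1.14 relative to the median of all peaks with the minimum total.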

A total of 39,369 peaks showed significantly different accessibility after mCdx2 induction (|log_2_ [fold change]| > 1, total read count ≥ 40, Figure 2E). To gain a deeper insight into the mCdx2‐mediated epigenomic changes, we divided all the ATAC‐peaks into three categories, namely UP (newly opened chromatin regions in mCdx2‐OE cells), DOWN (chromatin accessibility lost in mCdx2‐OE cells) and COMMON (regions without accessibility change) (Figure 2F), and then performed sequence motif analysis in these three categories separately. As shown in Figure 2F, UP regions were mostly enriched for DNA binding motifs of Cdx and Hox family TFs which are important for lineage specialisation, while the DOWN motifs were mainly enriched for Oct4, Sox and Klf family genes which are known pluripotency regulators, and the motifs of the common peaks were enriched for house‐keeping chromatin regulators, such as Ctcf (Figure 2F).

Last, to characterise mCdx2 binding sites on a genome‐wide scale, we performed chromatin immunoprecipitation followed by sequencing (ChIP‐seq) in mCdx2‐OE cells. 

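In ChIP-seq, chromatin bound by a protein is pulled down with an antibody, here one against the Flag tag, and its DNA is sequenced. One library each of mCdx2-OE and rCdx2-OE mESCs was analysed, so the differences between them have no replicate check. The libraries were told apart by title and genotype, while the free description of the rCdx2 library gives mCDX2 as the protein pulled down. The ChIP-seq counts of mESCs and RMES cells carry abbreviated names. These were assigned to mCdx2 and rCdx2 from the abbreviations used for other libraries, so the assignment is an inference. The authors trimmed the reads with cutadapt, aligned them to mm10 with Bowtie2 and removed mitochondrial, low-quality and duplicate reads. For the comparison of both proteins they called peaks with MACS2 on the merged reads, which gave 91665 peaks, and counted the reads of each library in each peak with featureCounts. Those deposited counts carry no normalisation and no input library was used here. The mCdx2 library held 6223794 counts in peaks and the rCdx2 library 5550846. The paper's reported numbers of read pairs obtained are 57.0 M and 58.8 M. Counts were scaled to the mean total and 1 was added before logarithms were taken. A peak held a median of 88 reads over both libraries.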

A total of 93,591 peaks were identified, with 6.47%, 46.27% and 47.26% located at promoter, gene body and distal intergenic regions, respectively (Figure S2D). Importantly, mCdx2 binding peaks were differentially distributed between the three categories of ATAC peaks, with predominant binding at the UP group (Figure 2F). 

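Of the 11698 ATAC peaks that opened in mCdx2-OE mESCs, 6820 overlapped a peak of the merged Cdx2 ChIP-seq set, a share of 58.3% (95% Wilson interval 57.4% to 59.2%). The share was 2.97% among the 17509 peaks that closed (520 peaks, 2.73% to 3.23%) and 11.5% among the 93143 others (10733 peaks, 11.3% to 11.7%). The intervals cover counting error only, since each condition had 1 library. Any overlap counted here. When a Cdx2 peak had to cover 50% of the ATAC peak, 38.0% of the opened, 0.571% of the closed and 6.15% of the other peaks qualified. Median peak lengths were 748 bp for opened, 657 bp for closed and 540 bp for other peaks, so length alone gives opened peaks more room to overlap. Only peaks called on the merged mCdx2 and rCdx2 reads were used, and both libraries had reads in them. From its results on expression, accessibility and binding taken together, the paper proposes that mCdx2 binds and opens chromatin and then starts the expression of its target genes.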

Taken together, the results above indicated that mCdx2 may instruct cell fate specification by binding, then opening chromatin and finally initiating the expression of important downstream target genes.

### 2.3 Evolutionarily Conserved Function of mCdx2 and rCdx2 in Transcriptional Regulation

Then, to assess whether and how mCdx2 might function differently from rat Cdx2 (rCdx2), we compared the effects of overexpressing mCdx2 and rCdx2. Like for mCdx2, we firstly established a Dox‐inducible rCdx2 expression in mESCs. 

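In rCdx2-OE mESCs treated with DOX for 48 h, Cdx2 reached 68.7 ± 2.41 CPM (SD, n = 2 libraries), as counted on the mouse gene. Its log2 fold change against WT was 5.74 (standard error 0.63, adjusted p = 6.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 1 of both conditions the log2 fold change was 5.79, and without replicate 2 of both it was 5.69. The level was not detectably different from that of mCdx2-OE cells, with a log2 ratio of mCdx2-OE to rCdx2-OE of 0.71 and an adjusted p of 1 in the same test. This does not show equal levels. Both mCdx2-OE libraries, at 97.9 and 127 CPM, stood above both rCdx2-OE libraries, at 70.4 and 67.0 CPM. How completely reads of the rat sequence align to the mouse gene was not measured.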

After 48 h DOX treatment and successful rCdx2 induction, we observed similar morphological changes (Figure S3A) as with mCdx2 (Figure S3B–D). To explore the functional similarities and differences between rCdx2 and mCdx2 at the molecular level, we firstly carried out RNA‐seq experiments on rCdx2‐OE cells. 

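Against WT, rCdx2-OE cells had 5513 genes changed over 2-fold, 3044 higher and 2469 lower. Of these, 4915 were also called in mCdx2-OE cells, and all 4915 moved in the same direction with both proteins. As both comparisons use the same WT libraries, part of this overlap comes from shared chance values. Among the markers, Cdh2 rose by a log2 fold change of 2.14, Ascl2 by 1.93, Gata6 by 3.18 and Gata3 by 3.39. Sox2 had a log2 fold change of -1.13 and Pou5f1 of -1.56. Hoxa9 was at least 411-fold higher than in WT cells.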

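The expression levels of mCdx2-OE and rCdx2-OE cells, as mean log2(normalised count + 1) of the 2 replicates, had a Pearson correlation of 0.994 across 16000 genes. Genes are not independent replicates, so no p was computed. A correlation of levels is dominated by the differences between genes, and WT cells correlated with the induced conditions at 0.885 to 0.922. The log2 fold changes against WT correlated at 0.975. Simulated groups without any change, set against the same WT libraries, correlated at a mean of 0.321 (0.297 to 0.341 over 20 simulations). When mCdx2-OE and rCdx2-OE cells were each set against another WT library, the correlation of responses was 0.950. The largest move came from keeping all genes with a count, at 0.949. In a direct test of mCdx2-OE against rCdx2-OE cells, 3 of the 16000 genes had an adjusted p under 0.05 at any fold change, and 857 had an unadjusted p under 0.05. The 3 genes were Krt42, higher with mCdx2 by a log2 fold change of 1.5 (adjusted p = 0.00288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Sorcs2 and Ndrg1. The latter fell by 0.72 and 0.52 on the log2 scale (adjusted p = 0.0486 and 0.0494 from edgeR's test with the same adjustment). DESeq2 called 22 genes.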

At the transcriptome level, mCdx2‐OE and rCdx2‐OE cells showed high correlation (correlation = 0.992; *p*‐value < 2.2 × 10^−16^, Figure 3A), suggesting their conserved effects on downstream gene expression. Then we conducted ChIP‐seq to measure the rCdx2 DNA binding in rCdx2‐OE mES cells. A total of 78,765 peaks were identified, of which 6.09%, 46.32% and 47.6% were located at promoter, gene body and distal intergenic regions, respectively (Figure S3E). The peak distribution pattern and the global binding signal showed nearly no differences between mCdx2 and rCdx2 (correlation = 0.977, Figure 3B,C). 

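Across the 91665 peaks, log2(normalised count + 1) of the mCdx2 and rCdx2 libraries had a Pearson correlation of 0.934, and the untransformed counts one of 0.977. Peaks are not independent replicates, so no p was computed. Random sampling of reads from equal binding would hold the first value to 0.946 at this depth. At a fold change over 2, 414 peaks (0.452%) were stronger with mCdx2 and 422 (0.460%) with rCdx2. About 280 and 227 such peaks would arise from the sampling of reads alone. Without the addition of 1 before logarithms, the numbers were 509 and 522. Without scaling, 911 peaks were stronger with mCdx2 and 157 with rCdx2. At 4-fold the numbers were 3 and 8, where sampling alone would give about 0.32 and 0.16. With a total of at least 100 reads they were 13 and 16, where sampling alone would give about 2.1 and 2.0.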

As shown in Figure 3D, Hoxa family genes, well‐known direct targets of Cdx2, exhibited the same DNA binding and gene expression change after mCdx2 and rCdx2 overexpression. 

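At the Hoxa genes, which lie on the minus strand of chromosome 6, 15 ChIP peaks lay between 52161497 and 52247815 of GRCm38, with 2353 reads from the mCdx2 library and 2255 from the rCdx2 library. The log2 ratio of mCdx2 to rCdx2 per peak, after scaling, ranged from -0.73 to 0.40, and none of the 15 peaks differed 2-fold. The highest signal, with 501 and 465 scaled reads, was at 52200867 to 52201323, next to the end of Hoxa5. Hoxa7 (52214491 to 52221854) had 15.4 ± 1.28 CPM (SD, n = 2) in mCdx2-OE and 0.673 ± 0.0308 CPM (SD, n = 2) in WT cells. Its log2 fold change was 4.51 with mCdx2 (standard error 0.17, adjusted p = 1.6e-12) and 4.09 with rCdx2 (standard error 0.17, adjusted p = 5.8e-12), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Hoxa10 rose by log2 fold changes of 6.58 and 6.27 with mCdx2 and rCdx2. Hoxa6 was at least 22.1-fold and at least 12.3-fold higher. Hoxa11 had too few reads for the test. Hoxa4 rose less certainly with rCdx2, at a log2 fold change of 2.08 that was 0.93 without replicate 1 and 3.15 without replicate 2 of both conditions. Between mCdx2-OE and rCdx2-OE cells, Hoxa7 was not detectably different, with a log2 fold change of 0.42 and an adjusted p of 0.698 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the correlated transcriptomes, the shared binding pattern, these genes and the shared motif, the paper concludes that mCdx2 and rCdx2 are functionally conserved at the molecular level.

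**Figure D2:**
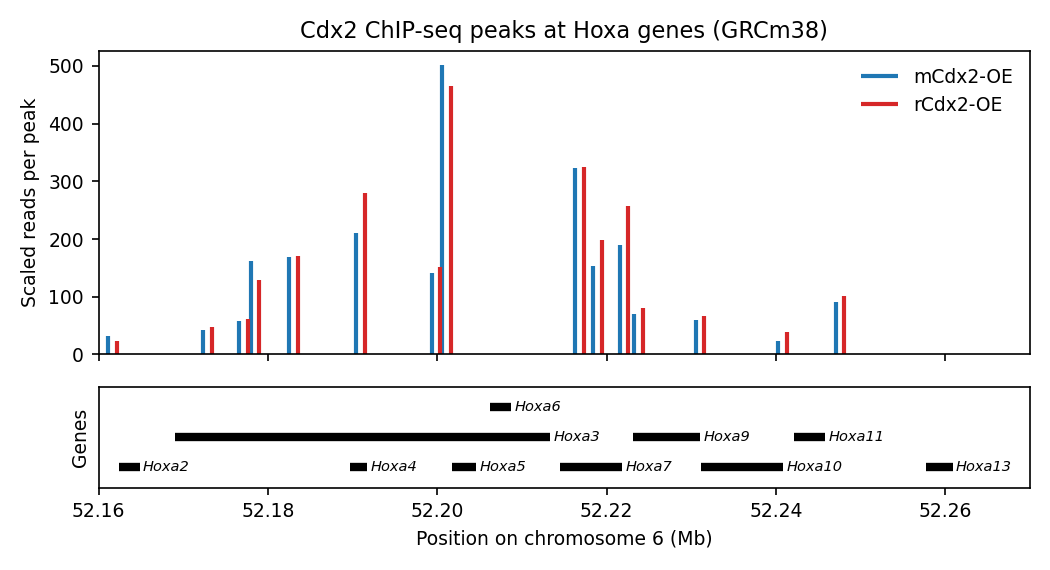
Scaled reads per ChIP peak (vertical axis) along chromosome 6 of GRCm38 at Hoxa genes (horizontal axis), with mCdx2 in blue, rCdx2 in red and genes beneath. Each pair of bars is 1 of the 15 peaks, and the tallest pair reaches 501 and 465 scaled reads.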

Finally, we performed de novo motif analysis in mCdx2 and rCdx2 ChIP peaks, separately, and found an identical binding motif for mCdx2 and rCdx2, the same as previously reported for mCdx2 (Figure 3E). Collectively, these results indicated mCdx2 and rCdx2 are functionally conserved at the molecular level.

**FIGURE 3:**
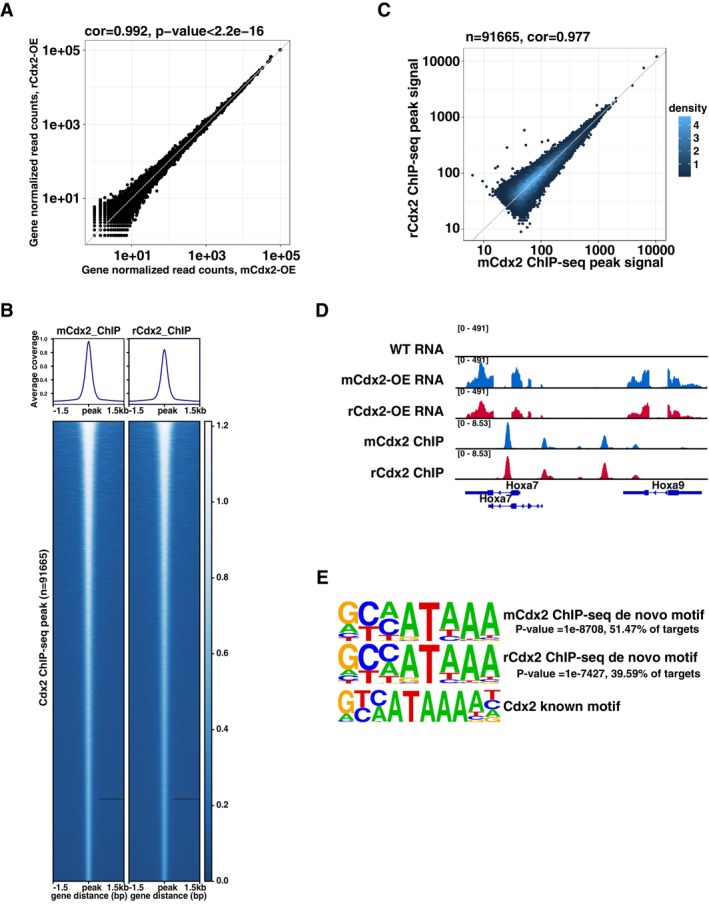
Functional comparison between mCdx2 and rCdx2. (A) The scatter plot comparing gene expression profile of mCdx2‐OE and rCdx2‐OE cells showed no significant differences. Pearson correlation test was used. (B) Heat maps showed similar DNA binding patterns between mCdx2 and rCdx2. Pearson correlation test was used. (C) Scatter‐plot comparing ChIP‐peak signal intensity showed high correlation of DNA binding affinity between mCdx2 and rCdx2. (D) mCdx2 and rCdx2 ChIP‐Seq peaks at the Hoxa gene family region and associated gene expression pattern. mCdx2 signal were shown in blue and rCdx2 signal were shown in red. (E) Comparison of de novo binding motifs found in mCdx2 and rCdx2 ChIP‐seq data, which were identical to the known Cdx2 binding motif.

### 2.4 Mouse‐Specific Amino Acid Changes in DBD, Neither Alone nor in Combination Have Any Effects on Cdx2 Function

Based on the results above, the three amino acid changes in the DBD combined together did not induce any functional changes in our DOX‐induced overexpression ES cells. Interestingly, whereas the three changes were observed after mouse‐rat divergence, no other murine species were found to contain only one or two of the three changes. One possible evolutionary scenario was that one or two of the changes decreased DNA binding and were compensated by later change(s) (i.e., the DBD found in mouse with all three amino acid changes in combination had the same binding affinity as that found in rat or human but changing only one or two of the amino acids could affect Cdx2 binding and function). To test this hypothesis, we constructed a panel of seven mutated plasmids consisting of all possible single‐site changes, two‐site changes and three‐site changes in rCdx2 (Figure 4A and Figure S4A). Then we established stable cell lines transducted with these inducible mutated Cdx2s. After DOX treatment, all the cells tended to differentiate, manifested typical morphology changes (Figure S4B), and no obvious differences were found among all the mutated Cdx2 overexpressing cells. 

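The panel follows the 3 positions of the DBD at which mouse Cdx2 differs from rat Cdx2, and each mutant puts the mouse state into rCdx2. Change 1 replaces a tyrosine with phenylalanine, change 2 an alanine with serine, and change 3 removes an asparagine. With each change alone, each pair and all 3 together, rCdx2 and its 7 mutants form a complete design of 8 constructs, in which each change is present in 4 constructs and absent from 4. Each construct had 2 RNA-seq libraries of induced mESCs, counted by the authors together with those described above, and the mutant libraries held 12698443 to 20639944 counts. The paper's text does not name the length or dose of the DOX treatment for the mutants. Cdx2 transcripts in the mutants without change 3 stood at 145 to 147 CPM in replicate 1 and 60.6 to 68.8 CPM in replicate 2. In the mutants with change 3 they stood at 61.9 to 94.4 and 37.2 to 44.3 CPM, so that within each replicate every mutant with change 3 was lower.

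**Figure D3:**
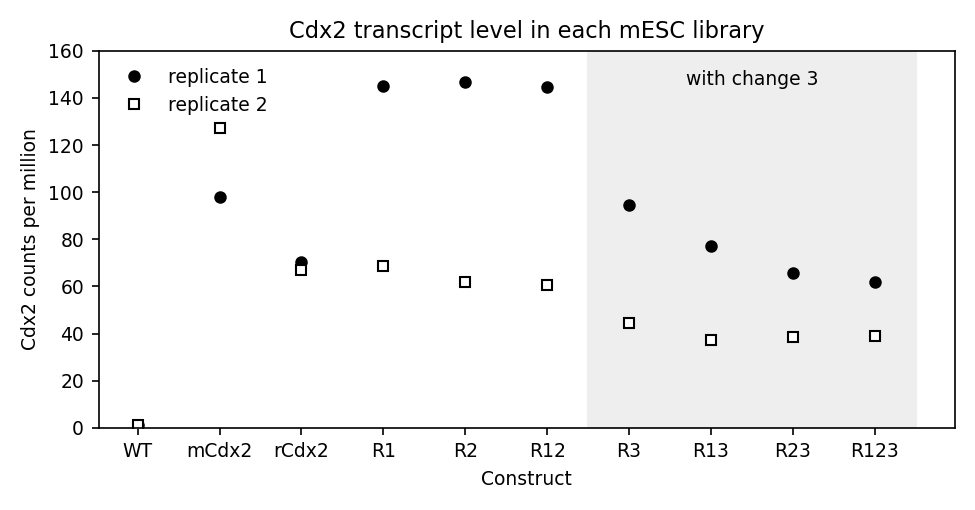
Cdx2 level in CPM of each mESC library for WT, mCdx2, rCdx2 and the 7 mutants. Filled points are replicate 1, open points replicate 2, and shading marks the constructs with change 3. Replicate 1 lies above replicate 2 in every mutant.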

At the molecular level, we performed RNA‐seq on cells overexpressing all different mutants (Figure S4C). 

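Pearson correlations of log2(normalised count + 1), averaged over the replicates, were computed across genes between all pairs of conditions. Any 2 mutants correlated at 0.982 to 0.994, with a median of 0.989. With the mutants, rCdx2 correlated at 0.957 to 0.966 (median 0.961) and mCdx2 at 0.962 to 0.97 (median 0.966). The replicates of 1 condition correlated at 0.983 to 0.994, so the correlations of rCdx2 and of mCdx2 with the mutants all lay below those between replicates. Mutants that both lacked change 3 correlated at 0.994, and mutants of which only 1 carried it at 0.982 to 0.992.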

As shown in Figure 4B, correlation analysis showed all the mutated Cdx2s had similar effects on the transcriptome compared to mCdx2 and rCdx2. Together, these results suggested no functional differences among the different mutants in our DOX‐induced overexpression mESCs.

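Each mutant was also tested against rCdx2 in the model of all 20 libraries. With an adjusted p under 0.05 at any fold change, the mutant with change 1 differed in 7034 genes, that with change 2 in 6683 and that with change 3 in 7009. With 2 changes the numbers were 7008 (changes 1 and 2), 7240 (1 and 3) and 7208 (2 and 3), and with all 3 changes 7401. Over 2-fold, between 2143 and 2540 genes differed per mutant. In total, 3888 genes differed in the same direction in all 7 mutants. The contribution of each change was then tested over the 16 libraries of rCdx2 and the mutants, on 15114 genes. In this additive model no gene passed for change 1 or change 2, while 1995 and 1569 genes had an unadjusted p under 0.05. DESeq2 called 24 genes for change 1 and 2 for change 2. With the replicate number as a block, no gene passed for either change over the 16 libraries. The same block in the 7 mutants alone, a fit added after the data were seen, gave 66 and 228 genes. A small effect of either change is therefore not excluded. In the additive model of the 16 libraries, change 3 had 5535 genes, 2757 higher and 2778 lower with it. Without replicate 1 this number was 1348, and without replicate 2 it was 1352. Of the markers, Ascl2 fell by 1.62 on the log2 scale with change 3 and Gata3 by 1.28, in a model that counts rCdx2 among the constructs without it. The mutants alone had 2.90 to 5.38 CPM of Gata3 without and 1.86 to 3.71 CPM with change 3, against 17.4 and 16.4 CPM in rCdx2. Cdx2 itself fell by 0.74 (adjusted p = 0.0367 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Effects that did not add up over the 3 changes, tested jointly, were found for 4373 genes, and 90 of 100 orders of the 8 lines over the constructs, the real one included, gave at least as many. As every construct was a cell line of its own, the design does not separate a construct from its line. From the morphology and the correlations in Fig. 4B, the paper proposes that the mutants do not differ in function in DOX-induced mESCs.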

**FIGURE 4:**
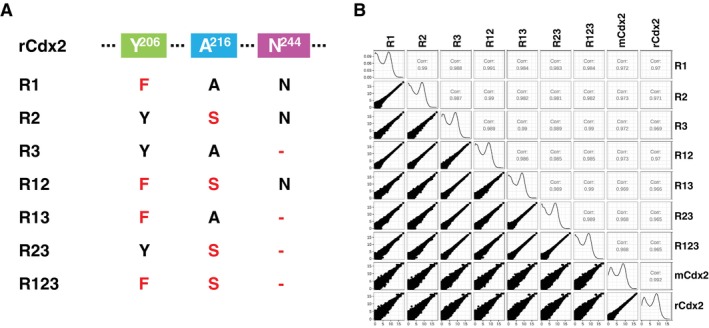
Conserved function of Cdx2 mutants. (A) The schematic representation of Cdx2 mutants. (B) The correlation analysis of RNA‐seq results among mCdx2, rCdx2 and Cdx2 mutants. Pearson correlation test was used.

### 2.5 *Cis*‐Driven Species‐Specific DNA Binding of Cdx2

Transcriptional regulation of gene expression is mediated by both *cis‐* and *trans*‐components. The results shown above indicate that the amino acid differences in the Cdx2 DBD did not lead to divergent *trans*‐regulatory effects between rat and mouse. We then turned to the *cis*‐regulatory part of Cdx2‐mediated regulation. One common strategy to study *cis* effects is to compare the gene regulation between two alleles in F1 hybrids [3, 5, 12]. In F1 hybrids, both parental alleles are subject to the same *trans*‐regulatory environments; thus, observed differences in allele‐specific regulatory patterns should reflect only the impact of *cis*‐regulatory divergence. However, this approach cannot be conducted between mammalian species with long evolutionary distances, such as mouse and rat, due to reproductive isolation. To circumvent this limitation, we took advantage of the previously established RMES cells which contain a haploid mouse genome and a haploid rat genome [39]. Using this system, we then explored the *cis* divergence of Cdx2 mediated regulation between mouse and rat in an unbiased manner. Again, we established stable Cdx2‐overexpressing RMES cell lines by transducting Flag‐tagged mCdx2 (mCdx2‐OE RMESCs) and Flag‐tagged rCdx2 (rCdx2‐OE RMESCs), separately. Typical differentiation characteristics were observed after 48 h DOX induction (Figure S5A). 

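RMES cells are fusions that hold a haploid mouse and a haploid rat genome, so both alleles of a gene face the same regulatory proteins. RNA-seq was analysed from 4 RMES libraries: 2 of WT cells, 1 of mCdx2-OE and 1 of rCdx2-OE cells. The authors aligned the reads to the mouse genome mm10 and the rat genome rn6, assigned each to the genome it matched with fewer edits, and counted reads per gene. The deposited counts are therefore 2 tables, 1 per allele, without normalisation. On the mouse allele, WT libraries held 37609210 and 41418817 counts, the mCdx2-OE library 36283079 and the rCdx2-OE library 36166038. The corresponding numbers on the rat allele were 29453412, 32200333, 35246629 and 35249756. Both alleles together make a mean of 70.9 M counts, and the paper's reported mean is 101.7 M read pairs obtained. As in the paper, mCdx2-OE and rCdx2-OE served as 2 replicates of Cdx2-OE, so a difference between them is part of the replicate spread. ChIP-seq comprised 1 library each of mCdx2-OE and rCdx2-OE RMES cells, again with no replicate check, counted in 74650 peaks on the mouse and 78752 peaks on the rat genome. These libraries held 4357448 and 3387074 counts on the mouse and 4064851 and 3169202 on the rat genome. The paper's reported numbers of pairs obtained are 89.6 M and 82.9 M. On the mouse allele, Cdx2 stood at 129 and 127 CPM in the WT libraries, 968 CPM with mCdx2 and 4.45 CPM with rCdx2. On the rat allele it stood at 453 and 440 CPM in WT, 47.2 CPM with mCdx2 and 880 CPM with rCdx2. The transgene thus dominated the allele of its own species. On the allele of the other species, Cdx2 was lower than in WT. WT RMES cells already held Cdx2 transcripts of both alleles, so Cdx2-OE against WT does not compare cells with and without Cdx2. WT and Cdx2-OE libraries also differed in the origin of their mitochondrial reads, of which the rat genome made up 0.199% and 0.227% in WT and 99.8% in both Cdx2-OE libraries.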

As before, RNA‐seq and ChIP‐seq were then conducted. Consistent with the observation in mESCs, mCdx2 and rCdx2 had similar DNA binding patterns in either mouse or rat genome, and induced similar gene expression changes on either rat or mouse alleles in RMES cells (Figure S5B–E). 

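In RMES cells, the log2 fold changes of mCdx2-OE and rCdx2-OE against the mean of the WT libraries correlated at 0.982 across 16887 genes on the mouse allele and at 0.985 across 14627 genes on the rat allele. Simulated unchanged groups against the same WT libraries correlated at means of 0.370 and 0.389. With a separate WT library for each, the correlations were 0.955 and 0.958. The largest move came from using all genes with a count, which gave 0.934 and 0.947. ChIP signal of mCdx2 and rCdx2, as log2(normalised count + 1), correlated at 0.882 across peaks on the mouse and at 0.877 on the rat genome, and sampling of reads from equal binding would hold these values to 0.922 and 0.915. Over 2-fold, 729 mouse-genome peaks were stronger with mCdx2 and 825 with rCdx2, where sampling alone would give about 319 and 217. On the rat genome the numbers were 1017 and 1218, where sampling alone would give about 526 and 363.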

In the following analysis, we combined the RNA‐seq and ChIP‐seq datasets from mCdx2‐OE and rCdx2‐OE RMESCs as experimental replicates.

Then we compared the Cdx2 binding sites between the mouse and rat genomes. In order to check how these binding sites evolved, we classified the binding sites determined by ChIP‐seq based on whether the peaks in one species could be aligned to the other species and, if yes, whether the aligned sites were also bound there (Figure 5A). The first two categories, including conserved and loss peaks, represented the alignable sites, whereas the third one was those that could not be aligned to the other species. As shown in Figure 5B, conserved peaks, where the aligned binding sites were also bound, accounted for 23.9% (mouse to rat direction: 17,321 peaks) and 22.4% (rat to mouse direction: 17,317 peaks), respectively; loss peaks, referring to no binding in the orthologous regions, occupied 57.3% (mouse to rat direction: 41,430 peaks) and 58.5% (rat to mouse direction: 45,105 peaks), respectively; unaligned peaks constituted 18.8% (13,580 peaks, mouse to rat) and 19.1% (14,715 peaks, rat to mouse), respectively. The distributions of the three groups were similar between the binding sites at proximal and those at distal regions (Tables S1 and S2).

**FIGURE 5:**
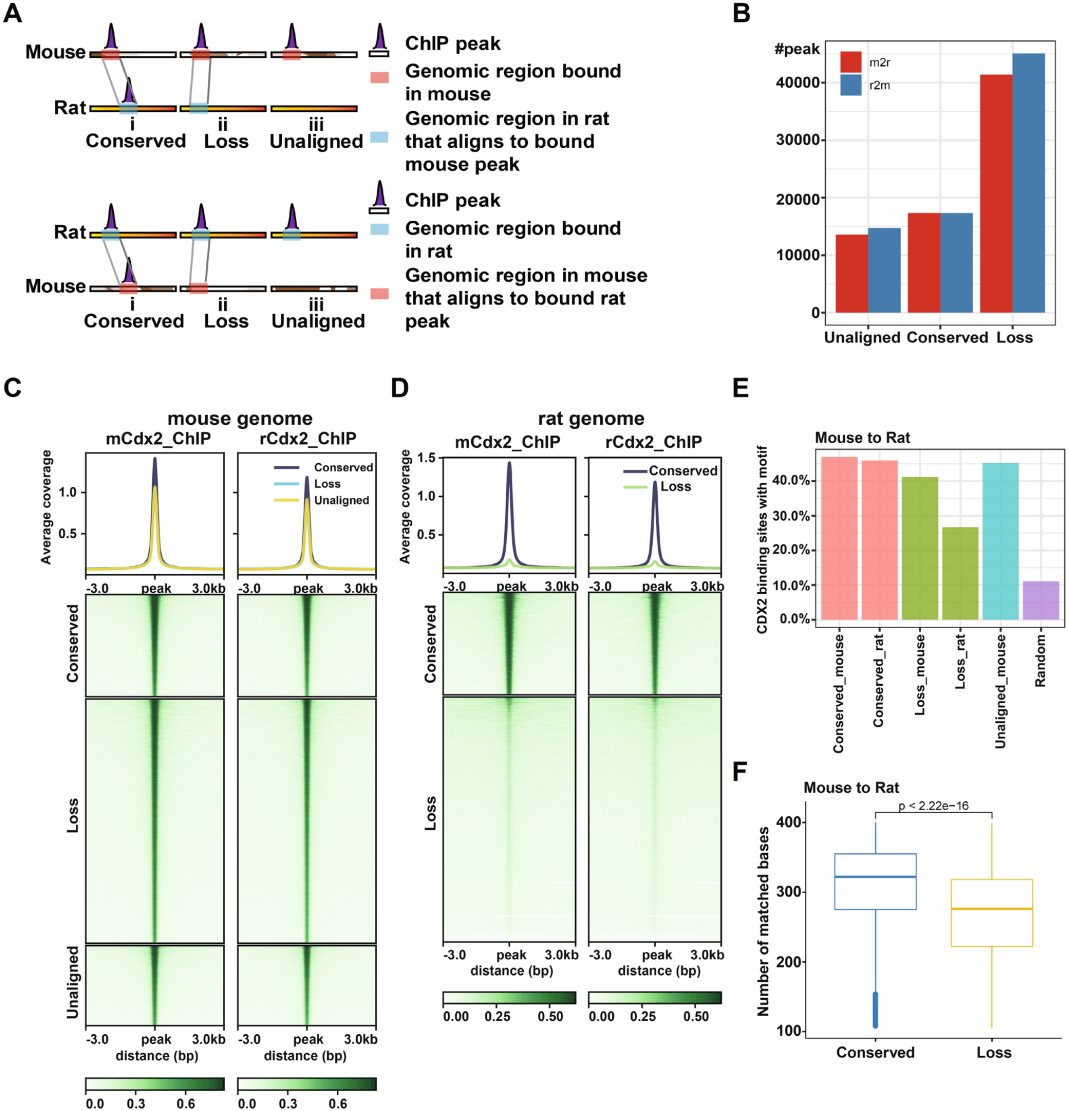
Species‐specific binding of Cdx2. (A) ChIP‐peaks were classified into three categoriest. In type (i) (conserved), the aligned regions were bound in both species; in type (ii) (loss), the orthologous sequence was found, but no binding was detected in the orthologous region; in type (iii) (unaligned), the aligned sequence was not present in the second species. (B) The counts of peak numbers in three categories, namely conserved, loss and unaligned. (C) The heatmap of signal intensity of three peak types at mouse genome and (D) after being aligned to the rat genome. (E) The percentage of ChIP‐seq peaks with Cdx2 motif in three peak types from mouse to rat direction. (F) The distribution of number of matched bases between mouse and rat genome sequences in the conserved and loss peaks from mouse to rat direction.

Then we compared the signal intensities among these three peak classes. As expected, the binding affinities were the highest for conserved peaks and there were no significant differences between these conserved sites bound at the rat and mouse genomes (Figure 5C,D, Figure S6A,B). Consistent with this, a gradual decrease in the frequency of Cdx2 binding motifs near binding sites was observed from conserved to loss peaks (Figure 5E and Figure S6C). To determine whether binding differences arise from sequence changes at potential binding sites, we checked the sequence identity among different peak categories. As expected, higher proportions of matched bases occurred in the conserved peaks relative to loss peaks (Figure 5F and Figure S6D). Therefore, the *cis*‐driven DNA binding differences can be attributed to the sequence differences, particularly those affecting binding motifs.

### 2.6 *Cis*‐Regulatory Divergence of Cdx2 Binding Causes a Fraction of Species‐Specific Gene Expression Differences

To further explore whether the divergent DNA binding could cause the species‐biassed gene expression, we compared Cdx2 induced transcriptional changes between mouse and rat alleles (Section 5). 

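For each allele, the 2 Cdx2-OE libraries were tested against the 2 WT libraries of RMES cells with edgeR's quasi-likelihood test. On the mouse allele, 7508 of 16887 genes were called over 2-fold, 4787 higher and 2721 lower. On the rat allele, 6218 of 14627 were called, 4140 higher and 2078 lower. Requiring a mean of at least 3 CPM in a condition moved both numbers most among the alternatives that kept the fold threshold, to 4351 and 4017. On the mouse allele, the highest estimated log2 fold changes were those of 1110002E22Rik, Slc22a3 and Slc22a18. These had no counts in WT, so their rises are known only as at least 79.1-fold, 74.3-fold and 63.2-fold and cannot be ranked against those of measured genes. The highest estimated changes on the rat allele included the mitochondrial Mt-nd4 and Mt-nd5, with log2 fold changes of 11.67 and 11.42, which go with the change in mitochondrial origin described for these libraries. Without mitochondrial genes and those of chromosome 16, whose reads shifted as a whole, 7231 genes were called on the mouse allele. Without mitochondrial genes, 6226 were called on the rat allele. No table of orthologous genes was used here, so mouse and rat genes were paired by identical symbol, which gave 12115 genes that passed the filter on both alleles.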

As shown in Figure 6A, a total of 7372 candidate genes were divided into five categories based on their expression changes after Cdx2 induction: type 0: no change, type 1: change only in the mouse allele, type 2: opposite changes between mouse and rat, type 3: change only in the rat allele and type 4: similar changes in both mouse and rat. 

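Of the 12115 genes paired between the alleles, 5897 were called on neither allele (type 0). Only the mouse allele was called for 1409 genes (type 1) and only the rat allele for 1548 (type 3). Both alleles were called in the same direction for 3013 genes (type 4) and in opposite directions for 248 (type 2). Independent calls on both alleles would coincide in 1854 genes, and 3261 did. A call on 1 allele only does not show that the alleles differ. Among type 1 genes, 74.0% moved in the same direction on the rat allele, and among type 3 genes 74.4% did so on the mouse allele. The share was 72.0% among type 0 genes, which were called on neither.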

A majority of genes (5592 genes, type 0) were not affected by Cdx2 induction for either the mouse or the rat allele; 496 genes (type 1) and 425 genes (type 3) with mouse‐only and rat‐only changes, respectively, reflected species‐specific regulation; the type 2 category contained only one gene, indicating that opposite changes between mouse and rat after the same TF stimulus were extremely rare; a significant proportion of genes (858 genes, type 4) with similar expression changes after Cdx2 induction between mouse and rat suggested an evolutionarily conserved regulatory pattern (Figure 6B). Based on the gene ontology (GO) analysis, we found that type 4 genes were more enriched in functions related to ‘organism development and cell differentiation’, compared to other gene types, which is consistent with the known function of Cdx2 in early development (Figure 6C, Figure S7A,B). In addition, the magnitude of gene expression changes was highest for type 4 genes, further suggesting their important functions (Figure 6D).

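On the mouse allele, the median absolute log2 fold change was 2.26 over type 4, 1.5 over type 1 and 0.38 over type 0 genes. On the rat allele it was 2.35 over type 4, 1.45 over type 3 and 0.39 over type 0 genes. Types 1, 3 and 4 were defined by passing a fold threshold on these same values, so the medians describe genes already chosen for a large change. No test was run across the types, because genes are not independent replicates.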

**FIGURE 6:**
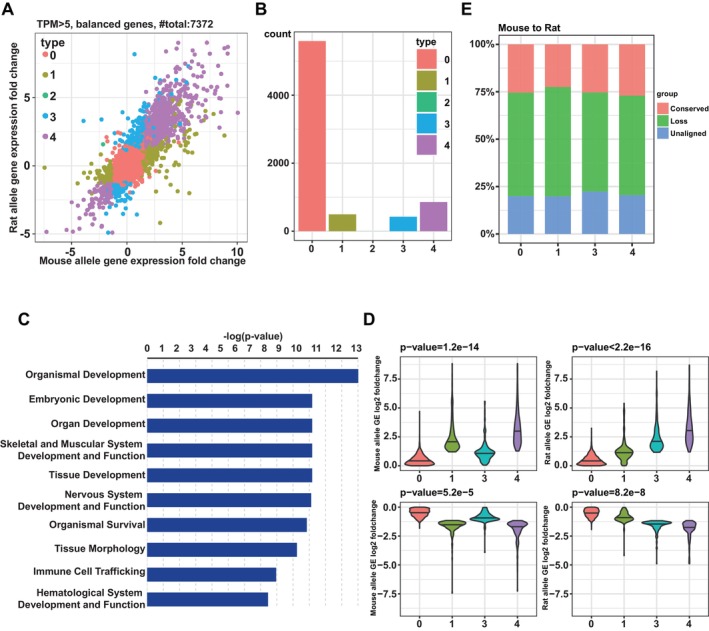
The relationship of differential DNA binding and gene expression. (A) The gene expression changes after Cdx2 induction for mouse allele and rat allele respectively. Genes were divided into five groups based on the change direction between mouse allele and rat allele. For the detail, see the main text. (B) The numbers of genes in the five groups (0, 1, 2, 3, 4). (C) Gene ontology (GO) enrichment analysis using Ingenuity Pathway Analysis software (QIAGEN). Genes of type 4 were enriched for functions related to ‘organism development and cell differentiation’. (D) The magnitude of gene expression changes of type 0, 1, 3, 4 genes. *T*‐test was used to compare type 4 and 1 for mouse allele and compare type 4 and 3 for rat allele. (E) The percentage of different kinds of peaks in four groups (0, 1, 3, 4) of genes from mouse to rat direction.

Finally, we analysed the relationship between differential binding and gene expression. For this purpose, we checked the distribution of peaks located in different groups of genes. As expected, the proportion of conserved peaks in type 4 was moderately higher than in that of the other types (Figure 6E and Figure S6E). Similarly, the relatively higher percentage of loss peaks in type 1 and unaligned peaks in type 3 suggested the role of these species‐specific binding in species‐specific regulation. Nevertheless, among type 4 genes with conserved expression changes, more than 70% had no Cdx2 binding sites conserved between the two species. Therefore, at the *cis*‐regulatory level, whereas the Cdx2 binding was largely divergent between mouse and rat, the transcriptional effect induced by Cdx2 was conserved to a much larger extent.

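The responses of both alleles to Cdx2 in RMES cells correlated at 0.652 across the 12115 paired genes. The difference between the alleles was tested directly as the interaction of allele and Cdx2, with the library as a block and each allele normalised on its own. Of 12119 genes, 8266 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4154 with the greater log2 fold change on the rat and 4112 on the mouse allele. DESeq2 gave 6616 such genes. An adjusted p under 0.05 was reached by 63.4% of type 0, 92.6% of type 1, 100% of type 2, 92.7% of type 3 and 51.3% of type 4 genes. The paper sets the conserved peaks between the genomes against the genes that change alike, and concludes that the transcriptional effect of Cdx2 is conserved to a larger extent than its binding. The alignment of peaks between both genomes was not analysed here.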

## 3 Discussion

In this study, we systematically sought species‐specific mutations in the DBD of TFs and identified Cdx2 as an apparent candidate for adaptive evolution in the mouse lineage with three specific amino acid changes exclusively present in mCdx2 DBD. Given that Cdx2 plays an important role in embryonic development and stem cell differentiation [36, 37, 42], we investigated its function in mESC differentiation. In line with previous studies [35], induction of mCdx2 caused dramatic transcriptomic and epigenetic changes, confirming the crucial role of mCdx2 in cell differentiation and lineage specification. Next, we chose rCdx2 as an example to compare its function with mCdx2. The results indicated that mCdx2 and rCdx2 were functionally conserved at the molecular level. Furthermore, similar conclusions could be drawn when examining the effects of mouse‐specific amino acid changes alone or in combination. These data together suggested that the regulatory function of Cdx2 was evolutionarily conserved and was unaffected by any of the derived mouse‐specific amino acid changes, which contradicted our initial expectation. It is of course possible that these mouse‐specific mutations are the result of neutral drift rather than positive selection, and the amino acid changes do not affect the binding affinity and function of Cdx2 in any significant way. Therefore, it would be interesting to see whether any extant murine species carries Cdx2 with only one or two of the mouse‐specific amino acid changes when genome sequencing efforts progress. There are several limitations in our study. First, it is also possible that the exogenous overexpression of Cdx2 might mask the subtle species‐specific effect which might be present at normal physiological levels. However, the abundance of our overexpressed Cdx2 did not exceed that of the endogenously expressed Cdx2 in TSCs. Therefore, it was unlikely that our overexpression system led to substantially artifactual binding events. Finally, the function of Cdx2 may be context dependent, meaning these mutations may lead to divergent functions at a later stage during development or in other tissues where Cdx2 is expressed (e.g., adult intestine).

We then analysed *cis*‐regulatory divergence on Cdx2 mediated regulation. As to transcriptional effects, Cdx2 mediated regulation appeared to be largely conserved between mouse and rat. Among genes showing Cdx2 regulation in mouse or rat alleles, 48.2% of genes displayed a conserved regulatory pattern between the two alleles. In addition, the induced change is also of higher magnitude for those genes with conserved regulation. Furthermore, these genes were enriched in functions related to development and differentiation, consistent with the established function of Cdx2 in early development. In contrast, Cdx2 binding sites are largely divergent between the mouse and rat alleles, with only about 23% of peaks being conserved. 

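Among the paired genes called on at least 1 allele of RMES cells, 48.5% were called in the same direction on both (95% Wilson interval 47.2% to 49.7%). The interval covers the counting of genes only, as genes are not independent replicates. Calls made independently on both alleles would give 14.0%. The choice that moved the share most was to count genes at any fold change, which gave 65.8%, and a mean of at least 5 CPM on both alleles gave the lowest, 43.7%.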

Several possibilities could account for this apparent discrepancy. First, Cdx2 mostly binds to distal regions; therefore, its target genes are difficult to define. Furthermore, not all TF binding events could lead to transcriptional output. On the one hand, many binding events could be redundant in regulating the expression of their target genes. On the other hand, in some cases, binding by co‐factor(s) would be required to exert transcriptional impact. In addition, many observed binding events would be non‐functional biological noise [43], particularly with the ectopic overexpression of TF, as we did here. Last but not least, as observed in a previous study, TF binding locations can frequently change, even though gene expression is conserved between human and mouse, suggesting a high functional plasticity and fast evolvability of TF binding [44, 45].

Finally, we also explored the potential mechanisms underlying the differences in Cdx2 binding between the two species. The conserved peaks had the highest proportions of matched bases, suggesting the association between genetic sequence variation and TF binding differences between alleles. Nevertheless, the loss of binding in spite of high sequence/motif conservation was also observed. In addition, we could find many cases with conserved binding in spite of the loss of the Cdx2 motif in one allele. Both of these observations implied a role of other TFs in Cdx2 binding at these sites. These cofactors in Cdx2‐mediated gene regulation await future analysis.

In sum, our RMES cell provides a valuable system to study the TFs binding divergencies between species within mammals, which overcome the limitations of reproductive isolation. In the future, we can use this system to study other TFs which may help us to find species‐specific regulation, as well as to efficiently identify genes regulating phenotypic differences between species.

## 4 Conclusions

Overall, our study (1) represented a first systematic analysis of species‐specific adaptation in the DNA binding pattern of TFs. Although the mouse‐specific amino acid changes did not manifest functional impact in our system, several explanations may account for it (see Section 3 for details); (2) represented a first study of *cis*‐regulation between two reproductively isolated species by using a novel allodiploid system; (3) demonstrated a higher conservation of transcriptional output than that of DNA binding, suggesting the evolvability/plasticity of the latter; (4) finally provided a rich data resource for Cdx2‐mediated regulation, including gene expression, chromatin accessibility and DNA binding etc.

## 5 Methods

### 5.1 Cell Culture

The mESC and RMES cells were obtained from Qi Zhou's and Wei Li's Lab from the Institute of Zoology, Chinese Academy of Sciences. These two cells were cultured as previously reported [39]. In particular, RMES cells were fused by the mouse haploid ESCs and rat haploid ESCs which contained 20 mouse chromosomes and 21 rat chromosomes, representing an allodiploid genome composition. In addition, RMES cells are capable of differentiating into all three germ layers and early stage germ cells. In brief, cells were maintained in Neuralbasal (Invitrogen, cat. no. 21103–049)‐DMEM/F12 (Invitrogen, cat. no. 11330‐032) based medium supplemented with N2 (Invitrogen, cat. no. 17502048), B27 (Invitrogen, cat. no. 17504‐044), PD0325901 (Selleck, cat. no. s1036), Chir99021 (Selleck, cat. no. s1263) and mLIF (Millipore, cat. no. ESG1107) at 5% CO_2_ and 37°C.

HEK‐293T cells were obtained from the ATCC and were maintained in DMEM medium (Gibco, USA) supplemented with 10% FBS (Gibco, USA) and 1% penicillin/streptomycin (Thermo) at 5% CO_2_ and 37°C.

### 5.2 Plasmid Vector Construction

mCdx2 and rCdx2 overexpression (OE) vectors were constructed by replacing APEX2 with mCdx2 or rCdx2 in the RAR3G‐APEX2‐FLAG plasmid [46] based on the homologous recombination technology (Vazyme C112). The mutated Cdx2 plasmids were modified from the rCdx2 plasmid based on ClonExpress rapid cloning technology according to the manufacturer's instructions (Vazyme C215). In brief, the fragments were amplified respectively according to the mutation sites followed by DpnI digestion to remove the methylated template plasmid, and then these mutated fragments were recombined with the vector. The recombination product was transformed directly to complete the multiple base site‐directed mutagenesis.

### 5.3 Lentivirus Package and Transduction

All the target plasmids were co‐transduced into the HEK 293T cells with the helper plasmids psPAX2 and pMD2.G. Seventy‐two hours later, we collected the liquid supernatant to filter and concentrate the final virus. Then the virus was added to the cultured cells to get the stable cell lines. mESC transduced with mCdx2 and rCdx2 were stimulated with DOX (200 ng/mL) for 48 h to induce the expression of Cdx2.

### 5.4 Immunofluorescence Assay

For immunofluorescent staining, cells were fixed in 4% formaldehyde at 4°C overnight. After washing with cold PBS, cells were permeabilised with 0.1% Triton X‐100 in PBS for 15 min and incubated with block buffer (3% BSA) for 30 min before being probed with primary antibodies. Then, cells were stained with CDX2 antibodies (Bethyl: A300‐691A‐T; anti‐rabbit, 1:300) and FLAG antibodies (Sigma: F3165; anti‐mouse, 1:300) at 4°C overnight, followed by secondary antibody for 30 min at room temperature. Nuclei were stained with DAPI (1:5000). The images were obtained by fluorescent microscopy (Nikon, Japan), and processed by Adobe Photoshop 2019.

### 5.5 RNA Extraction From Cultured Cells

Total RNA was extracted from cells using TRIzol reagent according to the manufacturer's protocol (Life Technologies). The integrity of purified total RNA was estimated by Agilent Bioanalyzer using RNA Nano kit (Agilent Technologies) before subsequent experiments. Total RNA with an RNA integrity number above 9.0 was used for mRNA‐seq.

### 5.6 mRNA‐seq

Truseq Stranded mRNA sequencing libraries were prepared with 2 μg total RNA according to the manufacturer's protocol (Yeasen 12300ES24). The libraries were sequenced in a 2 × 150 nt manner on the HiSeq Xten platform (Illumina). The sequencing details are shown in Table S3.

### 5.7 ATAC‐seq Library Preparation and Sequencing

For ATAC library construction, cells were washed and then lysed in 50 μL lysis buffer (10 mM Tris–HCl [pH 7.4], 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP‐40, 0.1% Tween‐20, and 0.01% digitonin) for 3 min on ice. Immediately after lysis, samples were then incubated with the Tn5 transposase and tagmentation buffer at 37°C for 30 min (Vazyme Biotech, TD501). PCR was then performed to amplify the library for 12 cycles using the following PCR cycles: 72°C for 3 min; 98°C for 30 s followed by thermocycling at 98°C for 15 s, 60°C for 30 s, and 72°C for 40s, and finally 5 min at 72°C. After PCR, libraries were purified with 1.2X DNA clean beads (Vazyme, N411). The libraries were sequenced in 2 × 150 nt manner on HiSeq Xten platform (Illumina). The sequencing details are shown in Table S3.

### 5.8 Chromatin Immunoprecipitation Followed by Sequencing

The ChIP assay was performed according to the standard protocol provided by SimpleChIP Plus Sonication Chromatin IP Kit (CST, 56383) with minor modifications. Briefly, 10^7^ cells were fixed with 1% formaldehyde for 10 min. Sonication was then carried out at the Bioruptor pico (Diagenode) by applying 10 cycles of 30 s ON and 30 s OFF to obtain chromatin fragments of approximately 100–500 bp. ChIP was performed with the anti‐Flag M2 antibody (F3165, Sigma). ChIP DNA was cleaned up using the ChIP DNA Clean & Concentrator kit (Zymo, D5205). ChIP‐seq libraries were prepared using the standard protocol provided by VAHTSTM Universal DNA Library Prep Kit for Illumina V3 (Vazyme, ND607). The libraries were sequenced in a 2 × 150 nt manner on the HiSeq Xten platform (Illumina). The sequencing details are shown in Table S3.

### 5.9 Multiple Sequence Alignment

Protein sequences of CDX2 of 56 species were extracted from UniProt (https://www.uniprot.org/). Multiple sequence alignment of CDX2 protein sequences was performed by MUSCLE [47] with default parameters, and visualised using MView [48].

### 5.10 RNA‐seq Data Analysis

On average, 33.9 and 101.7 million read pairs were obtained for RNA‐seq of mESC and RMES cells, respectively. STAR (v2.7.0d) [49] was used to align the RNA‐seq reads to mouse genome (mm10) with gene annotation. The gene annotation gtf file was obtained from Ensemble v92 and pseudogenes were removed. FeatureCounts (v1.5.3) [50] was used to count the read number of reads mapped with each gene (with parameters ‐T 12 ‐s 2 ‐p ‐g gene_name). Gfold [51] was used to identify the differential expressed genes (DEG) if there was only one replicate. When there were at least two replicates, DESeq2 [52] was used to determine the DEG.

Homologous gene relationship between mouse and rat was downloaded from Ensembl BioMart (https://www.ensembl.org/biomart/martview). For RMES cells, reads were aligned to both mm10 and rn6 reference respectively by STAR, and assigned to either mm10 or rn6 according to the alignment edit distance to the reference.

### 5.11 ATAC‐seq Data Analysis

On average, 29.7 and 23.0 million read pairs were obtained for ATAC‐seq of mESC and mCdx2‐OE cells, respectively. Fastp (v0.19.5) [53] was first used to trim and remove low‐quality reads and adapter sequences (‐a CTGTCTCTTATA—detect_adapter_for_pe ‐w 12—length_required 20 ‐q 30). Reads were aligned to the mouse reference genome (mm10) using Bowtie2 [54] v2.3.4.3 with parameters (‐p 12 ‐X 2000). Reads mapped to the mitochondrial genome and low mapping quality reads (MAPQ < 20) were filtered out using custom scripts. Sambamba [55] (v0.7.0) was then used to sort the reads and remove duplicates. Reads from both mESC with and without Cdx2‐OE samples were merged as input for MACS2 [56] to call peaks (‐g mm—keep‐dup all ‐q 0.05—slocal 10,000—nomodel—nolambda). To control the false positives, high‐confidence ATAC peaks (−log10[*q*‐value] > 4) were used in the following analyses. FeatureCounts v1.5.3 was used to count the read number within each ATAC peak in each sample. Differential peaks between mESC with and without Cdx2‐OE were identified by comparing the normalised read counts (|Log_2_ [fold change]| > 1, total normalised read count no less than 40). The remaining peaks were referred to as common peaks. HOMER [57] was used to perform motif enrichment analysis on the ATAC peaks. Deeptools [58] was used to plot the heatmap of peak signal across different regions.

### 5.12 ChIP‐seq Data Analysis

A total of 57.0, 58.8, 89.6 and 82.9 million read pairs were obtained for mCDX2, rCDX2, RMES mCDX2 and RMES rCDX2 ChIP‐seq, respectively. Paired‐end reads (2 × 150 bp) were first trimmed to remove adapter sequences using cutadapt [59] v2.6 (‐a AGATCGGAAGAG ‐A AGATCGGAAGAG ‐m 20 ‐q 30). Reads were aligned to the mouse reference genome (mm10) using Bowtie2 v2.3.4.3 with parameters (‐X 2000). Reads mapped to the mitochondrial genome and low mapping quality reads (MAPQ < 20) were filtered out using a custom script. Picard (v2.6.0, http://broadinstitute.github.io/picard/) was then used to sort the reads and remove duplicates.

To systematically compare mCDX2 ChIP‐seq and rCDX2 ChIP‐seq peak signals, reads from both mCDX2 and rCDX2 ChIP‐seq samples were merged as input for MACS2 to call peaks (‐g mm—keep‐dup all ‐q 0.05 ‐B). To control the false positives, 91,665 high‐confidence ChIP‐seq peaks (−log10 [*q*‐value] > 4) were used in the following analysis. FeatureCounts v1.6.0 was used to count the read number within each peak in each sample. Differential peaks are based only on normalised read count differences. We compared the binding intensities between mCdx2 and rCdx2, detecting only 509 (0.56%) mCdx2‐stronger and 522 (0.57%) rCdx2‐stronger peaks at a fold change threshold of 2. R package ChIPseeker [60] was used to annotate the peaks. Fimo with default parameters was used to determine the CDX2 motif occurrence within the ChIP peaks.

For RMES cells, reads were aligned to both mm10 and rn6 reference respectively by Bowtie2, and assigned to either mm10 or rn6 according to the alignment edit distance to the reference. The subsequent analysis was the same as the single species data analysis above.

### 5.13 Cross Species Peak Analysis

All peaks were centred at peak summit and extend 200 bp on both sides to control length. DNA sequences of the peaks were extracted by bedtools [61] from the genome. pblat [62], a multithread version of blat, was used to align the peak sequences to the other genome with parameters (‐t = dna ‐q = dna ‐minIdentity = 70 ‐minScore = 100 ‐ooc x.11.ooc). pslReps (‐singleHit ‐minAli = 0.7 ‐nohead) was used to generate genome‐wide best alignments from the output of pblat. Multiple‐mapped peaks were excluded in this analysis. Peak classification criteria were defined as in a previous study [44]. Briefly, peaks were classified according to whether corresponding aligned regions exist in the second species and whether these aligned regions were bound with a peak. If the peak sequence was not alignable to the second species, it was classified as unaligned. If the aligned region overlaps more than 50% of a ChIP peak, it was classified as conserved. The other was classified as loss.

### 5.14 Linking Genes to Cdx2 Binding

To determine the Cdx2 binding composition of the homologous genes, a 60 kb region centreed at gene start sites was used to intersect with ChIP peaks. The proportion of different groups of peaks for each type of gene was calculated. Because Type 2 contains one gene, this type was excluded from this analysis.

### 5.15 GO Enrichment Analysis

GO enrichment analysis was carried by subjecting gene sets to the Ingenuity Pathway Analysis (QIAGEN) and the ‘Core Analysis’ of ‘Expression Analysis’ was performed. In the ‘Diseases and Function’ module, the analysis was restricted to ‘Physiological System Development and Function’.

## Author Contributions

W.C., W.Z.L., H.C. and G.L. developed the concept of the project. W.Z.L., H.C., Y.W., W.W., R.C., S.S., D.G. and H.Y. designed and performed experiments. G.L. performed bioinformatic analysis. W.C., W.Z.L., Q.Z., W.L., G.L., H.C., Y.W., Y.H. and B.S. reviewed and discussed the results and contributed to the paper preparation. W.C., W.Z.L. and H.C. wrote the manuscript.

## Ethics Statement

The authors have nothing to report.

## Consent

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** mCdx2 has three specific amino acid changes in the DNA Binding Domain. (A) Sequence alignment of more species showed the three specific amino acid changes in the DBD were exclusively found in mouse. (B) Sequence alignment of all mouse strains with available genome further indicated the three amino acid changes were mouse specific.
**Figure S2.** mCdx2 is an important regulator of ES cell differentiation. (A) Immunofluorescence (IF) experiments confirmed the successful expression of mCdx2 using the antibody against FLAG. (B) RNA‐seq results indicated the successful overexpression of mCdx2. (C) Gene expression data showed upregulation of TSC‐related genes and downregulation of pluripotency‐related genes. (D) mCdx2‐ChIP peak distribution on the genome.
**Figure S3.** Establishment of rCdx2 stably expressed ESC lines. (A) The cell morphology changes after DOX induction. (B) Immunofluorescence (IF) experiments confirmed the successful expression of rCdx2 using the antibody against CDX2. (C) Immunofluorescence (IF) experiments confirmed the successful expression of rCdx2 using the antibody against FLAG. (D) The RNA‐seq results indicated the successful overexpression of rCdx2. (E) rCdx2‐ChIP peak distribution on the genome.
**Figure S4.** Establishment of Cdx2 mutants stably expressed ESC lines. (A) Verification of Cdx2 mutants by Sanger sequencing. (B) The morphology changes after DOX treatment transfected with Cdx2 mutants. (C) The gene expression results confirmed the successful overexpression of Cdx2 mutants.
**Figure S5.** mCdx2 and rCdx2 are conserved at the molecular level. (A) The morphology of RMES cells changed after mCdx2 and rCdx2 induction. (B) Comparing gene expression change of mouse allele between mCdx2‐OE RMES cells and rCdx2‐OE RMES cells. (C) Comparing gene expression change of rat allele between mCdx2‐OE RMES cells and rCdx2‐OE RMES cells. (D) Comparing ChIP‐peak signal on mouse allele between mCdx2‐OE RMES cells and rCdx2‐OE RMES cells. (E) Comparing ChIP‐peak signal on rat allele between mCdx2‐OE RMES cells and rCdx2‐OE RMES cells.
**Figure S6.** Species‐specific binding of Cdx2 and its effects on gene expression. (A) The heatmap of signal intensity of the three peak types at rat genome and (B) after being aligned to the mouse genome. (C) The percentage of Cdx2 binding sites with motif in three peak types from rat to mouse direction (D) The distribution of mapped bases in the conserved and loss peaks from rat to mouse direction. (E) The ratio of different types of peaks in the four types of genes with different regulatory pattern from rat to mouse direction.
**Figure S7.** Gene ontology (GO) enrichment analysis using Ingenuity Pathway Analysis (IPA) software (QIAGEN) for type 1 gene list (A) and type 3 gene list (B).

**Table S1.** The number of three types of peaks located at proximal and distal regions from mouse to rat direction.
**Table S2.** The number of three types of peaks located at proximal and distal regions from rat to mouse direction.
**Table S3.** Sample sequencing details.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO under the accession number GSE164440. For the details, please go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164440.

# Supplementary material for: Evolutionary Analysis of Transcriptional Regulation Mediated by Cdx2 in Rodents
**Source:** Cell Prolif. 2025 Jul 29;59(3):e70103. doi: 10.1111/cpr.70103
**Supplement:** Supplementary file 2 — Table S1. The number of three types of peaks located at proximal and distal regions from mouse to rat direction. Table S2. The number of three types of peaks located at proximal and distal regions from rat to mouse direction. Table S3. Sample sequencing details.

**Evolutionary Analysis of Transcriptional Regulation Mediated by Cdx2 in Rodents**

Weizheng Liang^1,2,3,10^, Guipeng Li^2,3,4,10^, Yukai Wang^5,6,7,8,10^, Wencheng Wei^2,3^, Rui Chen^2,3^, Siyue Sun^2,3^, Diwen Gan^2,3^, Hongyang Yi^2,3^, Bernhard Schaefke^2,3,4^, Yuhui Hu^2,3,4^, Qi Zhou^5,6,7,8,9^, Wei Li^5,6,7,9^, Huanhuan Cui^2,3,4*^, Wei Chen^2,3,4*^

10. These authors contributed equally to this work.

**Figure S1. mCdx2 has three specific amino acid changes in the DNA Binding Domain**

(A) Sequence alignment of more species showed the three specific amino acid changes in the DBD were exclusively found in mouse. (B) Sequence alignment of all mouse strains with available genome further indicated the three amino acid changes were mouse specific.

**Figure S2. mCdx2 is an important regulator of ES cell differentiation**

(A) Immunofluorescence (IF) experiments confirmed the successful expression of mCdx2 using the antibody against FLAG. (B) RNA-seq results indicated the successful overexpression of mCdx2. (C) Gene expression data showed upregulation of TSC-related genes and downregulation of pluripotency-related genes. (D) mCdx2-ChIP peak distribution on the genome.

**Figure S3. Establishment of rCdx2 stably expressed ESC lines**

(A) The cell morphology changes after DOX induction. (B) Immunofluorescence (IF) experiments confirmed the successful expression of rCdx2 using the antibody against CDX2. (C) Immunofluorescence (IF) experiments confirmed the successful expression of rCdx2 using the antibody against FLAG. (D) The RNA-seq results indicated the successful overexpression of rCdx2. (E) rCdx2-ChIP peak distribution on the genome.

**Figure S4. Establishment of Cdx2 mutants stably expressed ESC lines**

(A) Verification of Cdx2 mutants by Sanger sequencing. (B) The morphology changes after DOX treatment transfected with Cdx2 mutants. (C) The gene expression results confirmed the successful overexpression of Cdx2 mutants.

**Figure S5. mCdx2 and rCdx2 are conserved at the molecular level**

(A) The morphology of RMES cells changed after mCdx2 and rCdx2 induction. (B) Comparing gene expression change of mouse allele between mCdx2-OE RMES cells and rCdx2-OE RMES cells. (C) Comparing gene expression change of rat allele between mCdx2-OE RMES cells and rCdx2-OE RMES cells. (D) Comparing ChIP-peak signal on mouse allele between mCdx2-OE RMES cells and rCdx2-OE RMES cells. (E) Comparing ChIP-peak signal on rat allele between mCdx2-OE RMES cells and rCdx2-OE RMES cells.

**Figure S6. Species-specific binding of Cdx2 and its effects on gene expression**

(A) The heatmap of signal intensity of the three peak types at rat genome and (B) after being aligned to the mouse genome. (C) The percentage of Cdx2 binding sites with motif in three peak types from rat to mouse direction (D) The distribution of mapped bases in the conserved and loss peaks from rat to mouse direction. (E) The ratio of different types of peaks in the four types of genes with different regulatory pattern from rat to mouse direction.

**Figure S7.** Gene ontology (GO) enrichment analysis using Ingenuity Pathway Analysis (IPA) software (QIAGEN) for type 1 gene list (A) and type 3 gene list (B)

**Table S1. The number of three types of peaks located at proximal and distal regions from mouse to rat direction**

| m2r | total | proximal | distal |
| --- | --- | --- | --- |
| unaligned | 13580 | 512 | 13068 |
| conserved | 17321 | 726 | 16595 |
| loss | 41430 | 1915 | 39515 |

**Table S2. The number of three types of peaks located at proximal and distal regions from rat to mouse direction**

| r2m | total | proximal | distal |
| --- | --- | --- | --- |
| unaligned | 14715 | 368 | 14347 |
| conserved | 17317 | 461 | 16856 |
| loss | 45105 | 1382 | 43723 |

**Table S3: Sample sequencing details**

| Sample name | method | source name | Replicate |
| --- | --- | --- | --- |
| WT mESC | **RNA-seq** | **mESC** | **2** |
| mCDX2 OE in mESC | **RNA-seq** | **mESC** | **2** |
| rCDX2 OE in mESC | **RNA-seq** | **mESC** | **2** |
| rCDX2_R1 OE in mESC | **RNA-seq** | **mESC** | **2** |
| rCDX2_R2 OE in mESC | **RNA-seq** | **mESC** | **2** |
| rCDX2_R3 OE in mESC | **RNA-seq** | **mESC** | **2** |
| rCDX2_R12 OE in mESC | **RNA-seq** | **mESC** | **2** |
| rCDX2_R13 OE in mESC | **RNA-seq** | **mESC** | **2** |
| rCDX2_R23 OE in mESC | **RNA-seq** | **mESC** | **2** |
| rCDX2_R123 OE in mESC | **RNA-seq** | **mESC** | **2** |
| WT RMES | **RNA-seq** | **RMES** | **2** |
| mCDX2 OE in RMES | **RNA-seq** | **RMES** | **1** |
| rCDX2 OE in RMES | **RNA-seq** | **RMES** | **1** |
| WT mESC | **ATAC-seq** | **mESC** | **1** |
| mCDX2 OE in mESC | **ATAC-seq** | **mESC** | **1** |
| mCDX2 OE in mESC | **ChIP-seq** | **mESC** | **1** |
| rCDX2 OE in mESC | **ChIP-seq** | **mESC** | **1** |
| mCDX2 OE in RMES | **ChIP-seq** | **RMES** | **1** |
| rCDX2 OE in RMES | **ChIP-seq** | **RMES** | **1** |

How the deposited data were processed for this re-analysis (not part of the article)

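The data come from mESCs and from RMES cells, which hold a haploid mouse and a haploid rat genome. In mESCs, RNA-seq covered 20 libraries (WT, mCdx2-OE, rCdx2-OE and 7 rCdx2 mutants, 2 libraries each), ATAC-seq 2 libraries (WT and mCdx2-OE) and ChIP-seq 2 libraries (mCdx2-OE and rCdx2-OE). In RMES cells, RNA-seq covered 4 libraries (2 WT, 1 mCdx2-OE and 1 rCdx2-OE) and ChIP-seq 2 libraries (mCdx2-OE and rCdx2-OE). Conditions were taken from the sample labels and the paper. A library without a replicate number in its label is called replicate 1, since only the other library of its condition is numbered.

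All values used are read counts that the authors deposited without normalisation. For RNA-seq in mESCs, the authors aligned read pairs with STAR to mm10 and counted them by strand on genes of an Ensembl annotation from which pseudogenes had been removed, using featureCounts. Each replicate was counted in a run of its own. Replicate 2 was counted without incomplete and chimeric pairs, and whether replicate 1 was counted so is not known. Reads shared between near-identical genes are not resolved by such counts, and levels of paralogous genes, the Hoxa genes included, are uncertain to that degree. For RMES cells, the authors assigned reads to mm10 or rn6 by edit distance, without a statement on reads that match both genomes equally well, and the deposited counts give each allele in a table of its own. For ATAC-seq and ChIP-seq, the authors removed duplicate, mitochondrial and poorly aligned reads, called peaks with MACS2 on merged reads and counted reads in these peaks. Peaks called on merged reads cannot show whether a peak would be called in each library alone. No shift of ATAC-seq reads is named in the paper, and its effect on counts over whole peaks was not tested.

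Tests on counts used edgeR 4.0.16 with limma 3.58.1 in R 4.3.3, with TMM normalisation, edgeR's filterByExpr and the quasi-likelihood test. DESeq2 1.42.0 was the alternative. Standard errors of log2 fold changes were derived from the fold change and the F statistic. Adjusted p values are from the Benjamini-Hochberg method, with a threshold of 0.05. A log2 fold change over 1 in either direction was also required for Cdx2 against WT, and no fold threshold for comparisons among constructs or between alleles. The mESC comparisons shared 1 model of 20 libraries. The effects of changes 1, 2 and 3 came from an additive model of the 16 libraries of rCdx2 and the mutants, and non-additive effects from a joint test of the interaction terms. The RMES comparisons were run per allele, with mCdx2-OE and rCdx2-OE as replicates as in the paper, and the difference between alleles as an interaction with the library as a block. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. The lists were trophoblast stem cell, naive pluripotency, primitive endoderm, posterior mesoderm and intestinal epithelium markers and the Hoxa cluster, and they were fixed before the counts were read. A gene with no more than 3 counts in every library of a group is given as a bound, computed against 3 counts.

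Peak counts were scaled to the mean total of the 2 libraries, and 1 was added before logarithms were taken. ATAC peaks needed a total of at least 40 normalised reads, as in the paper. Overlaps were found with bedtools 2.31.1. Expected numbers of 2-fold peaks were computed from binomial sampling of the reads of each peak. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene positions are those of GENCODE on GRCm38, the assembly of mm10, and 19599 of the 19919 gene symbols had a position. Rat positions were not used here. Mouse and rat genes were paired by identical symbol, because no homology table was used here.

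Depth per library ranged from 12698443 to 94695650 counts for mESC RNA-seq, from 36166038 to 41418817 on the mouse and from 29453412 to 35249756 on the rat allele for RMES RNA-seq, and from 6109353 to 8277850 for ATAC-seq. The ChIP-seq libraries held 5550846 to 6223794 counts in mESCs, and 3387074 to 4357448 on the mouse and 3169202 to 4064851 on the rat genome in RMES cells. Within conditions, replicates of RNA-seq varied with 2.12 to 7.64 times the variance that the sampling of reads alone would give (from the median gene), so the intervals and bounds that rest on counting cover only part of the error.

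The genes named in the text are those the paper names, the members of the marker lists, and for each test the 3 largest rises and the 3 largest falls past the threshold, among genes with a mean of at least 50 counts per library and the same direction in both replicates. Results of some of these genes are not reported here. Genes and values outside this rule, such as Xist and the mitochondrial and chromosome 16 genes, were chosen after their values were seen. The alternatives tried were other normalisations, other filters on low counts, other fold thresholds, a replicate block, smaller models, leaving out each replicate number in mESCs and each library in RMES cells, other pseudocounts, other kinds of correlation, other scalings of peaks and other minima and overlaps. Correlations against shared WT libraries were compared with 20 simulated sets of unchanged groups.

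The main steps were tested on simulated data with 200 changed genes or peaks. The joint test of non-additive effects, the test between mESCs and RMES cells and the overlap of peaks were not tested so. edgeR called 100% of the changed genes among 15155 genes in the mESC design and DESeq2 99.5%. For change 3, simulated with a smaller effect than the others, 82.5% were called among 15203 genes. In RMES cells, 99% were called among 11655 genes, and 91% of the interactions among 10546 genes. The changed genes had a mean of at least 50 counts. All simulated genes had the same fixed spread and the cell lines did not differ, so these rates do not cover differences between lines. Of simulated ATAC peaks, 100% of the opened and 99% of the closed ones were called among 122350 peaks. Motif searches, gene ontology, the alignment of peaks between the mouse and rat genomes and the places of peaks relative to rat genes were not analysed here.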

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

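The checks of explanations in this part were chosen only after the result was seen, except 3. The first was the split of X-linked peaks by Cdx2 binding. The others were the reordering of libraries for non-additive effects and the share of X-linked genes among the differences of the mutants. The tests that gave the non-additive effects, the genes of change 3 and the differences between alleles were set before the data were examined.

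In RMES cells, the mitochondrial reads, which the paper does not analyse, changed genome. The rat share of mitochondrial counts was 0.199% and 0.227% in the WT libraries, 99.8% in the mCdx2-OE library and 99.8% in the rCdx2-OE library. Reads sent to the wrong genome at a fixed rate would move nuclear counts too, but the rat share of nuclear counts was 44.4% to 45.6% in all 4 libraries, which argues against that explanation. In the same libraries, genes of mouse chromosome 16 shifted by a median log2 ratio of -0.78 in mCdx2-OE and of -0.78 in rCdx2-OE cells, relative to the median gene. Chromosome 18 shifted by -0.27 and -0.28, and the others by -0.11 to 0.25. A candidate explanation is that the WT and Cdx2-OE cells descend from different RMES lines, with other mitochondria and another dose of chromosome 16. An effect of Cdx2 itself on both was not tested. Where lines differ, changes put down to Cdx2 in RMES cells would include differences between the lines.

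A difference between groups of cells was found next. The response to Cdx2 differed between mESCs and the mouse allele of RMES cells in 9537 of 17912 genes, by a test of the difference in edgeR. The responses correlated at 0.624 across 15370 genes, and 388 of the 3362 genes called in both (11.5%) moved in opposite directions. Hoxa7 had a log2 fold change of 4.51 in mESCs and of -3.90 in RMES cells, with a difference of -8.26 in the joint fit of both cell types, and Cdh2 went from 2.34 to -2.77. Exchanged labels would put the higher Cdx2 level in the WT libraries. Instead, the mouse Cdx2 level was 968 CPM in the mCdx2-OE library against 129 and 127 CPM in WT. Normalisation does not account for the falls either, as the weakest log2 fold change of Hoxa7, Hoxa9 and Hoxa10 over 3 normalisations was -3.44. The WT RMES cells already had a mean of 69.7 CPM of Hoxa7, where WT mESCs had 0.673 CPM. Normalised together with mESCs, they had 127 CPM of Cdx2 against 1.31 CPM. This is consistent with RMES cells that express Cdx2 and its Hoxa targets before induction, so that their response starts from another state. It does not say why the genes fell, and a difference between the WT and Cdx2-OE lines, above, remains open.

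X-linked reads were higher in mCdx2-OE mESCs, a signal that the paper does not discuss. ATAC ratios are given here relative to the median of all peaks with enough reads. The median log2 ratio of X-linked ATAC peaks was 1.14, against 0.52 on chromosome 3, 0.35 on chromosome 16 and 0.02 or less on the other autosomes. Of the 2016 X-linked peaks with enough reads, 1017 opened. A global depth or scaling difference would move all chromosomes alike, and the highest autosome stayed at 0.52. Binding of Cdx2 is not needed for the shift, as X-linked peaks without a Cdx2 peak still shifted by 1.01, where the highest autosome reached 0.31. In RNA, relative to the median gene of each library, X-linked genes were higher by 0.49 to 0.64 in the mCdx2 and rCdx2 libraries. In the mutant libraries they were higher by 0.17 to 0.30. Xist stood at 69.6 to 102 CPM in the mCdx2 and rCdx2 libraries, 1.65 to 8.49 CPM in the mutants and 4.24 to 4.71 CPM in WT. More X chromosome DNA in the cells used for mCdx2-OE than in WT is a candidate explanation of the ATAC shift. A change of X-linked expression during differentiation is a biological alternative that was not tested, and the 10 peaks on the Y chromosome, with a shift of 0.91, are too few to weigh.

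The effects of the 3 amino acid changes in rCdx2 were not additive for 4373 genes, a difference between constructs found by the joint interaction test. Among 100 random orders of the 16 libraries, the real one included, 1 gave as many genes, the real order, and the next gave 3764. Such orders part the 2 libraries of a line, so any difference between lines makes the real order stand out. When whole lines were ordered instead, 90 of 100 orders gave at least as many genes. All orders other than the real one ranged from 4014 to 8227 genes. The count is thus consistent with differences between lines whatever their changes, and it does not show that the changes act non-additively. Change 3 alone had 5535 genes, and 1 of 100 splits of the libraries, the real one, gave as many. Changes 1 and 2 had no genes in that model (1995 and 1569 at an unadjusted p under 0.05), so all 100 of 100 splits had to give as many in each case, and for them the splits decide nothing. As the 2 libraries of a construct come from 1 line, lines were also split: 1 of 35 splits of the 8 lines gave as many as change 3 (5387 genes, with 3563 in the next). In the 35 splits of the 7 mutant lines the gap was narrower, with 7440 genes for change 3 and 6409 in the next. That next split put the mutant with change 3 alone among those without it. Lower Cdx2 transcript levels with change 3 might explain its genes. Against this as the whole cause, the differences between mutants with and without change 3 correlated at 0.607 over 11115 genes between 2 sets of libraries. In 1 set (replicate 1 with, replicate 2 without) Cdx2 was higher with change 3 by 0.21, and in the other set it was lower by a log2 difference of -1.87. A contribution of the level stays open. In the 7 mutants with the replicate number as a block, change 3 had 8601 genes, and 829 with the Cdx2 level as a further term. If change 3 acted alike in every line, mCdx2, which carries it, would differ from rCdx2 along the same genes. The slope of that difference on the effect of change 3 was 0.074 over the 6278 genes with such an effect among the mutants, so the effect did not carry over to mCdx2 at its full size. The sign was shared by 60.0% of these genes (r = 0.215), and a small shared part stays open. Differences between cell lines that happen to follow change 3 stay open, as does an effect of change 3 in the rat protein only.

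The 7 mutants each differed from rCdx2 in 6683 to 7401 genes, whereas mCdx2 and rCdx2 differed in 3. X-linked genes alone do not make this difference, because they were at most 4.42% of the genes called, against 3.50% of those tested. The differences of 2 mutants from rCdx2, each taken against another rCdx2 library, still correlated at 0.680 or more. This is consistent with the mutant lines or cultures having been made apart from the mCdx2 and rCdx2 lines. The paper's text does not say when each line was made, and the length of the DOX treatment of the mutants was not tested.

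A difference between groups was also found between alleles: the Cdx2 response of 8266 of 12119 genes differed between mouse and rat, by the interaction test. The shifts of chromosome 16 and the mitochondria could inflate this number, but 7961 genes remained outside them, so they are not the whole cause. A loss or gain of other parts of 1 genome in the Cdx2-OE lines, mapping differences between the genomes and regulatory differences in cis were not told apart by a test.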

How the results depend on the processing

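The normalisations, filters, thresholds, models and libraries left out were chosen before the data were examined. The alternatives that thin the WT libraries, use the 7 mutants without rCdx2, leave out mitochondrial and chromosome 16 genes or centre each ATAC chromosome on its own median were chosen after seeing the data. Of 207 alternative values of the 31 main results, 118 stayed within the limit set for the result (its spread, its interval or a factor of 1.5) and 89 did not. The ChIP correlations had no limit, and all their alternatives were counted among the 89. For the responses in RMES cells the spread was only 3.8e-05 on the mouse and 2.2e-04 on the rat allele, so even small moves fell outside it. The difference between alleles, the number of non-additive effects and the number of marker lists that passed stayed within their limits under every alternative run. Unless a filter or threshold shows it by its own construction, the cause was not tested.

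A mean of at least 3 CPM left 3468 genes for mCdx2, 3594 for rCdx2, 4351 on the mouse and 4017 on the rat allele of RMES cells, by testing fewer genes. Without the fold threshold the numbers were 11158, 11294, 13823 and 12069. Replicate 1 alone, with a lower 1% bound of the fold change over 2, gave 2489 genes for mCdx2 and 2653 for rCdx2. With WT thinned to the depth of the induced libraries, 5097 genes were called for mCdx2, so the greater depth of WT changed that number little.

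The 3 genes that differed between mCdx2 and rCdx2 became 22 with DESeq2, 1 with upper-quartile normalisation, 1 with no filter beyond 1 count, 1 over 2-fold and 0 in a model of only the 2 conditions, where 344 genes had an unadjusted p under 0.05. Over 2-fold, the mutants differed from rCdx2 in 2353 (change 1), 2143 (2), 2337 (3), 2323 (1 and 2), 2540 (1 and 3), 2488 (2 and 3) and 2495 genes (all 3). Change 1 had 0 genes, but 24 with DESeq2 and 1 with no filter beyond 1 count, and change 2 had 0 genes, but 2 with DESeq2. Change 3 had 5535 genes, and between 1348 and 1352 across the 2 fits that each left out one replicate. With the 7 mutants alone, change 1 had 4 genes. The test of non-additive effects was not run without replicate 1 or 2, since no residual degrees of freedom would be left.

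Replicate numbers are shared by all mESC conditions. Deviations of same-numbered libraries correlated at 0.435 between mCdx2 and rCdx2, at 0.0702 to 0.164 among mutants, at -0.0659 to -0.00492 between mCdx2 or rCdx2 and mutants and at -0.138 to 0.00406 between WT and induced cells, so the numbers do not pair the libraries throughout. With the replicate block, mCdx2 had 5331 genes, rCdx2 5507, mCdx2 against rCdx2 1, the mutants 7003 to 7678, change 3 5685 and the non-additive test 5212. In the 7 mutants with the block, change 1 had 66 genes, change 2 had 228 and change 3 had 8601, and with the Cdx2 level as a further term 31, 2 and 829. In RMES cells, WT and Cdx2-OE libraries could not be paired, because mCdx2-OE and rCdx2-OE have 1 library each. The ATAC-seq and ChIP-seq results come from no test, so they have no paired form. The test between alleles did pair both alleles of a library, and gave 8266 genes with the library as a block and 7164 without it.

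The share of regulated genes changed alike on both alleles, 48.5%, was 46.8% with DESeq2, 50.5% with upper-quartile normalisation, 43.7% with a mean of at least 5 CPM, 56.2% for alleles within 4-fold in WT and 65.8% at any fold change. With the fold threshold alone and no test it was 48.6%, and 47.6% to 49.2% when each library was left out as well. Upper-quartile normalisation moved the median of all genes in RMES cells by a log2 shift of 0.21 on the mouse and 0.20 on the rat allele, and changes under it are relative to that shift.

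The correlation of expression was 0.997 both as Spearman's rho and with a pseudocount of 10, and 0.988 to 0.991 with 1 replicate left out. For the responses in mESCs it was 0.984 with a pseudocount of 10, 0.949 over all genes with 1 count, 0.950 with a separate WT library for each construct, and 0.951 to 0.963 with 1 replicate left out. On the mouse allele of RMES cells it was 0.981 as Spearman's rho, 0.985 with a pseudocount of 10, 0.934 over all genes, 0.955 with separate WT libraries and 0.983 without WT replicate 1 and without WT replicate 2. On the rat allele these values were 0.982, 0.986, 0.947, 0.958 and 0.985 to 0.986.

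Opened and closed ATAC peaks numbered 21105 and 8871 without scaling, 4773 and 4142 at 4-fold, and 3972 and 5688 with a total of at least 100. The share of changed peaks that opened was 40.1%, 49.2% with TMM, 50.6% with the median of ratios and 70.4% without scaling, so the balance of both directions depends on the scaling. Opened peaks with a Cdx2 peak made up 38.0% at an overlap of 50%, 46.5% with the stronger ChIP peaks only, 86.8% at 4-fold, 53.1% with TMM and 61.7% with each chromosome at its own median.

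The correlation of ChIP signal in mESCs was 0.912 as Spearman's rho, 0.977 on untransformed counts, 0.944 with a pseudocount of 10 and 0.932 for peaks with at least 100 reads. In RMES cells these values were 0.858, 0.943, 0.897 and 0.854 on the mouse and 0.849, 0.939, 0.895 and 0.849 on the rat genome. Peaks stronger with mCdx2 and with rCdx2 numbered 911 and 157 without scaling, 3 and 8 at 4-fold, and 13 and 16 with a total of at least 100.

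For the 102 results of single genes, 860 alternatives gave 787 unchanged calls, 21 weaker, 0 stronger and 8 reversed, and 44 values moved beyond the spread with a replicate number (mESCs) or a library (RMES cells) left out. Cdx2 reversed on the mouse allele of RMES cells to -4.86 without the mCdx2 library and on the rat allele to -3.24 without the rCdx2 library, since each holds the transgene of its species. Across the fits that each left out one library, Cdx2 ranged from -4.86 to 2.92 on the mouse and from -3.24 to 0.98 on the rat allele, Hoxa4 from -0.76 to 0.37 on the mouse and Gata6 from -0.22 to 0.26 on the rat allele. Hoxa4 on the mouse allele, at -0.08, became 0.13 with upper-quartile normalisation, 0.17 without WT replicate 2 and 0.37 without mCdx2. Gata6 on the rat allele, at -0.02, became 0.18 with upper-quartile normalisation, 0.26 without WT replicate 2 and 0.07 without mCdx2.

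Depth limits the low genes most, as the induced mESC libraries hold fewer reads than WT, and it limits the ChIP correlations, since the sampling of reads alone holds them to 0.946 in mESCs, 0.922 on the mouse and 0.915 on the rat genome.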

Differences from the paper's values

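For mCdx2 in mESCs, the paper's number of differentially expressed genes is 2603, and 5339 were found here. The paper's numbers are 1463 upregulated and 1140 downregulated genes, against 2946 and 2393. Of the alternatives set before the data were examined, a mean of at least 3 CPM in a condition (3468 genes, 1983 up and 1485 down) and replicate 1 alone with a lower bound of the fold change over 2 (2489 genes, 1415 up and 1074 down) came within a factor of 1.5 of the paper's numbers, the limit used here for counts. DESeq2 (5093), upper-quartile normalisation (5351), no filter beyond 1 count (6272), the replicate block (5331), a model of only the 2 conditions (5812) and any fold change (11158) did not.

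The paper's correlation of mCdx2 and rCdx2 ChIP signal is 0.977, and 0.934 was found on log2 values. Of the alternatives set before the data were examined, the correlation of untransformed counts, 0.977, reached the paper's value. Spearman's rho (0.912), a pseudocount of 10 (0.944) and peaks with at least 100 reads (0.932) did not. For rCdx2 with the mutants, the paper's correlations are about 0.97 in Fig. 4B, read by eye, against a median of 0.961 here. No alternative was set for that value.

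In RMES cells the paper's number of candidate genes is 7372, against 12115. A mean of at least 5 CPM on both alleles (9182) and alleles within 4-fold in WT (9887) came within a factor of 1.5 of it among the alternatives set before the data were examined, with both still larger. DESeq2, upper-quartile normalisation, any fold change, the fold threshold without a test and leaving out each library (12115 in each) did not. The paper's numbers are 496 genes of type 1, 1 of type 2, 425 of type 3 and 858 of type 4, against 1409, 248, 1548 and 3013. No alternative set before the data were examined came within a factor of 1.5 for these types. The closest for type 2 was the restriction to alleles within 4-fold in WT, with 27 genes, and the farthest was any fold change, with 1232.

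The paper's numbers of read pairs obtained are larger than the reads counted in peaks here, and both count different things. For ATAC-seq they are 29.7 M in WT and 23 M in mCdx2-OE mESCs, against 6.11 M and 8.28 M counted in peaks. For ChIP-seq they are 57 M for mCdx2 and 58.8 M for rCdx2 in mESCs, against 6.22 M and 5.55 M. In RMES cells they are 89.6 M and 82.9 M, against 8.42 M and 6.56 M over both genomes. No alternative changes these totals.

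The paper describes pluripotency-related genes as downregulated after mCdx2 induction (Figure S2). Sox2 and Pou5f1 were lower here, while Nanog and Klf4 were higher by log2 fold changes of 0.68 and 0.58. The paper finds no differences among the mutants in function, from morphology and correlations of expression. Function was not tested here. In expression, each mutant differed from rCdx2 in 6683 to 7401 genes at any fold change and in 2143 to 2540 over 2-fold. Of these, 3888 genes differed in the same direction in all 7 mutants, and the mutants correlated with each other at 0.982 to 0.994. Lines or cultures made apart could give such shared differences, so the numbers do not show that the amino acid changes act. The paper's scatter plot of mCdx2 against rCdx2 expression is described as without significant differences, and 3 genes passed the direct test here. The paper describes opposite changes on the mouse and rat alleles as the exception, and 248 genes were of that type here.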

Other observations

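The tests of gene lists in RMES cells were added after the data were seen. On the mouse allele, the median log2 fold change was 2.02 for trophoblast stem cell markers (camera, adjusted p = 8.9e-04), -1.15 for naive pluripotency (2.7e-05), 2.12 for primitive endoderm (0.566), -3.12 for posterior mesoderm (0.00223), 1.51 for intestinal epithelium (0.566) and -1.24 for the Hoxa cluster (0.00390), with edgeR's log-counts and Benjamini-Hochberg adjustment over the 6 lists. With an estimated correlation, no list passed, and the adjusted p values lay between 0.132 and 0.612. In edgeR's fry test all 6 lists passed, with adjusted p values of 5.8e-05 to 0.0236, and the same lists had 13, 13, 8, 5, 6 and 7 genes past an adjusted p of 0.05 adjusted over the list alone.

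In mESCs, 3 further lists were tested after mCdx2 induction with edgeR's camera and fry. Primitive endoderm markers had a median log2 fold change of 1.31 (camera adjusted p = 0.00523, with 7 of 9 genes higher), and intestinal epithelium markers one of 2.66 (0.0209, with 5 of 6 genes tested higher). Posterior mesoderm markers had a median of -1.41 and passed under fry (adjusted p = 4.8e-06) but not under camera (0.183). The Hoxa cluster passed under camera at 1.0e-08. Trophoblast stem cell, primitive endoderm, intestinal epithelium and Hoxa genes passed with camera, with an estimated correlation and with the replicate block, and all 6 lists passed with fry.

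In mESCs, chromosome 3 genes were higher than those of every other autosome in the mCdx2 and rCdx2 libraries. Their median log2 ratio to WT was 0.27 to 0.35, relative to the median gene of each library. In the mutant libraries the median was 0.15 to 0.21, and chromosomes such as 13, 16 and 18 were as high or higher in some of them. No explanation was tested for this chromosome.

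Hoxa7 stood at 20.8 to 28.4 CPM in the mutants without change 3 and at 8.94 to 12.7 CPM in those with it. Hoxa9 stood at 12.4 to 16.9 and 10.1 to 15.9 CPM, ranges that overlap.

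Of the 3888 genes that differed from rCdx2 in the same direction in all 7 mutants, 1718 were also changed by mCdx2 against WT.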
